# Analysis of mRNA and circRNA Expression Profiles of Bovine Monocyte-Derived Macrophages Infected With *Mycobacterium avium* subsp. *paratuberculosis*

**DOI:** 10.3389/fmicb.2021.796922

**Published:** 2022-01-03

**Authors:** Yanhong Bao, Yu Yao, Zi Wang, Shuiyin Wu, Xiuyun Jiang, Hongxia Ma

**Keywords:** *M*. *avium* subsp. *paratuberculosis*, mRNA, circRNA, high-throughput sequencing, monocyte-macrophage

## Abstract

*Mycobacterium avium* subsp. *paratuberculosis* (MAP) is the pathogen of Johne’s disease (paratuberculosis), which mainly causes chronic infectious granulomatous enteritis in ruminants and has brought huge economic losses to animal husbandry. As a specific intracellular pathogen, when MAP invades the body, it is internalized by macrophages where it is able to replicate by inhibition of the phagosome maturation, escaping the host immune system and surviving, which leads to the spread of the disease. More recent studies have shown that circRNA is involved in many pathological and physiological processes of the body as the molecular sponge of miRNA, the scaffold of RNA binding protein and having the characteristic of being able to translate into protein. In this study, the mRNA and circRNA expression profiles of MAP-infected bovine monocyte-macrophages and uninfected bovine cells were analyzed by high-throughput sequencing. A total of 618 differentially expressed mRNA were screened out, including 322 upregulated mRNA and 296 downregulated mRNA. In addition, the analysis of circRNA differential expression profile showed 39 differentially expressed genes including 12 upregulated and 27 downregulated genes. Moreover, differential genes belonging to cytokine activity, chemokine activity, inflammatory reaction, apoptosis, and other functional groups related to macrophage immune response were significantly enriched in Gene Ontology (GO). Multiple signal pathways including NF-κB, MAPK, Toll-like receptor, IL-17, JAK-STAT, and other signaling pathways related to activating macrophage immune response were significantly enriched in Kyoto Encyclopedia of Genes and Genomes (KEGG). In addition, RT-qPCR technology verified the accuracy of the mRNA sequencing results. In this study, we have obtained the transcriptome information of mRNA and circRNA of bovine monocyte-macrophage infected with MAP. These results will provide data support for the further study of mRNA–miRNA–circRNA network and immune escape mechanism of MAP and will enrich the knowledge of the molecular immune mechanisms of Johne’s disease as well.

## Introduction

*Mycobacterium avium* subsp. *paratuberculosis* (MAP) is the causal agent of Johne’s disease (paratuberculosis). MAP infection can cause chronic granulomatous enteritis, persistent diarrhea, and eventually lead to host death (Wang et al., 2007). The disease is distributed all over the world and mainly infects many ruminants like cattle, sheep, goats, and deer as well as some wild animals (Li et al., 2016). The annual loss of paratuberculosis to American cattle industry is as high as 200 million to 1.5 billion US dollars (Cho et al., 2012). In addition, MAP is also thought to be related to the increase incidence and spread of Crohn’s disease, type I diabetes, sarcoidosis, and other autoimmune diseases in humans (Sechi and Dow, 2015; Slavin et al., 2018).

MAP is transmitted mainly through the fecal–oral route. Calves are infected through contact with contaminated dairy products, soil, manure, water, etc. (Park et al., 2017; Hassan et al., 2020). MAP can also be transmitted through mammary secretions, *in utero*, and via semen (Abbas et al., 2011; Sorge et al., 2013). Vertical transmission of MAP in herds is common, but horizontal transmission has also been observed among domestic animals and between domestic animals and wild animals. In addition, MAP strains can be detected in dust in the living environment of MAP-infected cattle, which further indicates that aerosol is an effective way for its transmission (Eisenberg et al., 2010). During the establishment of persistent infection in macrophages, MAP invade the intestinal tract mainly through M cells in Peyer’s spots and differentiate epithelial cells (Bannantine and Bermudez, 2013). First, MAP is absorbed by M cells, then released in intestinal submucosa and cleared by macrophages (Arsenault et al., 2014; Gupta et al., 2019). Whether the engulfed MAP can be successfully eliminated by macrophages represents a battle between host defense and pathogen proliferation. MAP may play different roles in promoting or inhibiting apoptosis at different time nodes of infecting macrophages (Thirunavukkarasu et al., 2016). For instance, *Mycobacterium tuberculosis* delays apoptosis in the initial stage of infecting macrophages to allow them to replicate in cells, and induces apoptosis in search of new host cells when intracellular conditions are unfavorable for growth (Behar et al., 2010). Detection of mRNA and circRNA expression profiles of host macrophages during MAP infection is helpful to elucidate the pathogenesis of paratuberculosis and the conditional mode of host–pathogen interaction.

At present, circRNA represents a biomarker or regulator of a variety of diseases (Zhang et al., 2018). It is an endogenous, covalently closed circular non-coding RNA. Some circRNA contains miRNA response elements, which can act as a competitive endogenous RNA to bind to miRNA, thereby releasing the inhibitory effect of miRNA on its target genes and upregulating the expression level of target genes. Many studies have shown that circRNA has a certain regulatory position in the diseases of immune, urinary, cardiovascular, and digestive systems (Wang et al., 2017, 2020; Yang et al., 2018; Kolling et al., 2019). Increasing evidence reveals that circRNAs have important roles in the regulation of gene expression at the post-transcriptional level. CircRNAs have been proved to be a key regulatory mechanism of physiological processes such as autophagy and apoptosis (Shi et al., 2020). In addition, Zhang et al. (2017) showed that circRNA plays an important role in the differentiation and polarization of macrophages. Up to now, MAP has not been reported on circRNA expression profile of bovine peripheral blood mononuclear macrophages infected. Therefore, compared with mice and humans, there are still many unsolved mysteries about the role of circRNA in immune regulation and response to external infections such as bacteria in cattle.

Transcriptome is necessary for interpreting genome functional elements and revealing molecular composition in cells and tissues, and plays an important role in understanding organism development and diseases. Macrophages, as the main immune and host cells in the pathogenesis of MAP are vital for control and development of MAP disease. To understand the regulation mechanism of non-coding RNA in MAP-infected bovine mononuclear macrophages, we used high-throughput sequencing technology to study and analyze the mRNA and circRNA expression profiles of MAP-infected bovine peripheral blood mononuclear macrophages.

## Materials and Methods

### Ethics Statement

This study was approved by the Animal Care and Use Committee of Jilin Agricultural University (GB/T 35892-2018, approval on February 6, 2018) and the cattle owner’s consent.

### Monocytes-Derived Macrophages Preparation and Monocytes-Derived Macrophages Infection

The methods for isolation of bovine peripheral blood mononuclear macrophages, obtaining high purity mononuclear cells and infection with bacteria have been described in previous studies (Machugh et al., 2012). Briefly, six healthy Holstein cows (3–6 years old) without Johne’s disease history were selected for this study. Paratuberculosis was proved negative by fecal culture and *IS900* component test. First, the peripheral blood collected from bovine jugular vein was packed into the collection vessel containing anticoagulant sodium citrate. The blood was then slowly added to a sterile centrifuge tube containing Histopaque 1,077 Lymphocyte Separation Solution. After density gradient centrifugation using a horizontal rotor, the brown-yellow layer of peripheral blood mononuclear cells (PBMCs) was collected in a new sterile centrifuge tube. After re-suspending and washing PBMC with phosphate-buffered saline (PBS), red blood cell lysate was used to incubate the cells at room temperature for 5 min to remove contaminated red blood cells. After incubation, the PBMC was washed twice with PBS, the cells were re-suspended with PBS containing 0.5% BSA and 2 mM EDTA, and then monocytes were sorted with MACS magnetic beads. The magnetic beads were selected as anti-human CD14 binding magnetic beads from Meteni Mouse of Germany, and it had been proved that they can cross-react with bovine monocytes (Jacobsen et al., 1993). The CD14-labeled cells remained in the sorting column, and then the CD14-carrying monocytes were eluted from the column for monocytes-derived macrophage (MDM) purification and culture (Supplementary Figure 1A). It was confirmed that the purity of the monocytes finally obtained was ≥ 95% through antibody testing (Supplementary Figure 1B). After differentiation, morphology of monocytes was irregular, and some cells produced antennae (Supplementary Figure 1C).

The cells were prepared in advance in 24-well plates with a cell density of 1 × 10^6^ per well. Then three groups were infected with MAP, the infection multiple was 5:1 while the other three were blank groups. After 6 h of culture, cells were collected, and MDMs were lysed and stored at −80°C for later use until RNA was extracted.

### Library Preparation, Sequencing, and Data Analysis

After taking out the cells that were washed with PBS, the cells were blown by adding lysate until they were fully lysed, and the total RNA of the cells was extracted. The total RNA quantity and purity were analyzed by Bioanalyzer 2,100 and RNA 6,000 Nano LabChip Kit (Agilent, CA, United States) with RIN number ≥ 9.2. Then the cDNA library was constructed and sequenced at both ends.

Using the Illumina paired-end RNA-seq approach, we sequenced the transcriptome, generating a total of million 2 × 150 bp paired-end reads. Reads obtained from sequencing machines include raw reads containing adapters or low quality bases, which affected the following assembly and analysis. Thus, to get high-quality clean reads, reads were further filtered by Cutadapt (version: cutadapt-1.9).^1^ The parameters were as follows: (1) removing reads containing adapters; (2) removing reads containing poly A and poly G; (3) removing reads containing more than 5% of unknown nucleotides (N); (4) removing low-quality reads containing more than 20% of low-quality (*Q*-value ≤ 20) bases. Then sequence quality was verified using FastQC (0.11.9)^2^ including the Q20, Q30, and GC content of the clean data.

The raw data from the mRNA and circRNA sequencing were submitted to the GEO of NCBI, with accession number GSE185609, for the mRNA and circRNA data of the MAP-infected and control groups, respectively.

### Differential mRNA Expression Analysis

Genes with significant differences and stable high expression are likely to participate in important metabolic pathways, perform extremely important biological functions, or work as biomarkers and prognostic indicators for some major diseases.

Two databases, the GO analysis and KEGG pathway, were used to analyze the differentially expressed genes, and Fisher’s test was used to test the significance level of the analyzed results; significance was considered when the *p*-value ≤ 0.05.

### Verification of Differentially Expressed mRNA Real-Time Quantitative PCR

A total of 13 differentially expressed genes were randomly selected from the sequencing results and verified by RT-qPCR. See Supplementary Table 1 for primer information. Reverse transcription and qPCR reaction solution were completed with reagents of Nanjing Nuoweizan Biological Co., Ltd. The RT-qPCR procedure was as follows: 95°C for 30 s, 95°C for 10 s, and 60°C for 30 s. The fold-change of the expression of the transcript mRNA was analyzed using the 2^–ΔΔCt^ method.

### Differential Expression Profile Analysis of circRNA

The differential expression analysis of the identified circRNA was performed using the different multiple and *p*-value. Genes with log2 (FoldChange) absolute value ≥ 1 and *p*-value ≤ 0.05 were required. Then, GO and KEGG pathway were used to analyze the enrichment of differentially expressed circRNA-hosting gene.

## Results

### Sequencing Statistics and Quality Control

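Monocytes carrying CD14 were sorted from the blood of healthy Holstein cows and differentiated into macrophages (MDMs). They were then cultured for 6 h with MAP, the bacterium that causes Johne's disease, at a multiplicity of infection of 5, or without bacteria. RNA of 3 MAP-infected and 3 control cultures was sequenced, and the mRNA and circRNA values come from the same 6 libraries. Which cow gave which library is not given in the sources used here, so a difference between the groups can also contain a difference between animals.
The authors deposited the expression of each gene in each library as FPKM, rounded to 2 decimals. FPKM is already divided by transcript length and by the mapped reads of the library, so no read counts or counting errors can be taken from it. The program that assembled the transcripts, its version and the genome build are not given in the sources used here. By the paper's Supplementary Table 3, the mapped reads were 84927938, 66084873 and 72549406 in the MAP libraries and 65497640, 97441142 and 88213960 in the control libraries. The expression table held 23901 entries, of which 15049 carried an Ensembl transcript and 5400 had no gene name. As 1969 of the 15240 gene names had several entries, reads of those genes could be split between them. For these the entry with an Ensembl transcript was read, or the one with the highest mean where there was none.
The values were analysed as log2(FPKM + 1) with limma, which fits every gene together and lets the variance follow the mean expression. Only the 12890 entries with a mean FPKM of at least 0.5 were tested. The addition of 1 to each value makes the log2 fold change smaller than the ratio of the FPKM values in genes of low expression. A gene was counted as differentially expressed when its unadjusted p was at most 0.05 and its absolute log2 fold change at least 1. Benjamini-Hochberg adjusted p-values over all tested entries are given as well. For a single gene, an exact permutation test of 3 libraries against 3 cannot give a two-sided p below 0.1.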

The MAP-infected bovine monocyte-macrophage and non-infected bovine monocyte-macrophage were constructed and sequenced. The original read data obtained from the experimental group and the control group were 93.6 million and 102 million, respectively. After removing low-quality sequences, adaptor sequences, and sequences containing more than 5% N (N means that base information cannot be determined), 91.7 and 100 million clean reads were obtained, respectively. The original readings, valid readings, percentages of valid readings, Q20, Q30, and GC contents of each sample are given in Supplementary Table 2. Q20 and Q30 were all above 96%, and the GC content was normal. These data can be used for follow-up analysis.

### Reference Genome Alignment

Tophat was used to compare the pre-processed valid data with the reference genome, which was the *Bos taurus* genome. The reads statistics of the comparison between the sequencing data and the reference genome are shown in Supplementary Table 3. Both the mapping rate and unique mapped rate are above 80%.

### Reference Sequence Density Distribution

Chromosome density distribution statistics of sequenced sequences located on genome are used to show the distribution of sequenced sequences on chromosomes. The window is 10,000 bp long and maps the coverage depth of each chromosome on the genome; took the median of each base depth in the window range and plotted it with log2 (median) (Figure 1). Under normal circumstances, the longer is the whole chromosome length the more will be the total number of reads located in the chromosome. The relationship between chromosome length and total number of reads can be seen more intuitively from the graph of the relationship between the number of reads located on chromosome along the length.

**FIGURE 1:**
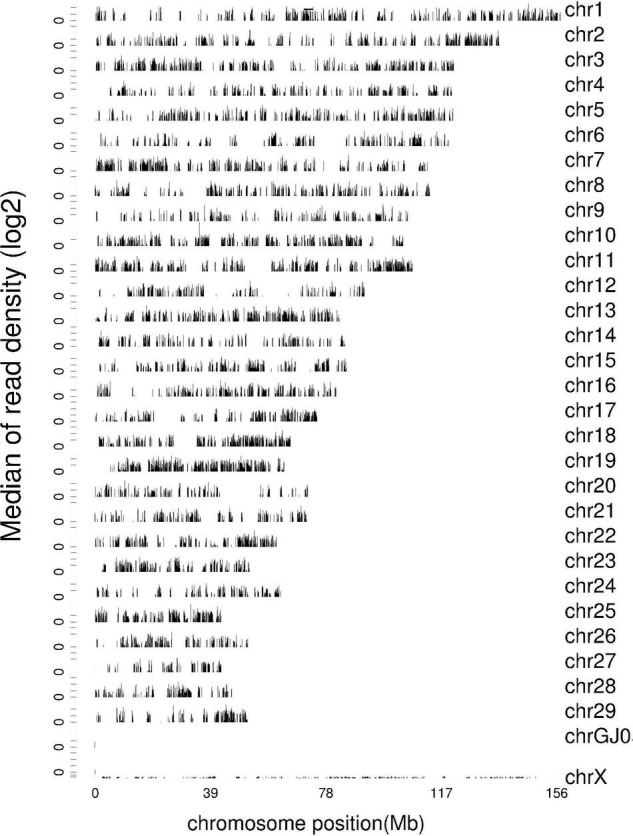
Density distribution map of reference sequence. The abscissa is the position of the chromosome, and the ordinate is the median of read density (log2).

### Distribution Statistics of Gene Expression Value in mRNA Expression Profile

The expression level of genes was measured by FPKM (Fragments Per Kilobase of exon model per Million mapped reads), which can be equivalent to the expression level of genes in different samples. Since the sequencing depth of each sample is different, the absolute gene expression level becomes more after normalization of the FPKM value. 

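The median log10(FPKM) of the genes above 0 was 0.21, 0.185 and 0.179 in the control libraries and 0.13, 0.161 and 0.185 in the MAP libraries. Upper quartiles lay between 0.589 and 0.619 in the control group and between 0.542 and 0.572 in the MAP-infected group. Between 17024 and 18405 entries were above 0 per library, and the FPKM summed to between 170090 and 198179. Chosen after their values were seen, THBS1 and 7SK stand out in these totals. THBS1 alone took 8.37%, 7.91% and 8.94% of the summed FPKM in the control libraries and 4.49%, 3.81% and 3.96% in the MAP libraries. Summed over all entries of that name, the small nuclear RNA 7SK was at 283 FPKM in control replicate 3 and 2747 FPKM in MAP replicate 1, against 16262 to 18927 FPKM in the other 4 libraries.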

The FPKM box diagram of samples can express the gene expression level from the overall level (Figure 2).

**FIGURE 2:**
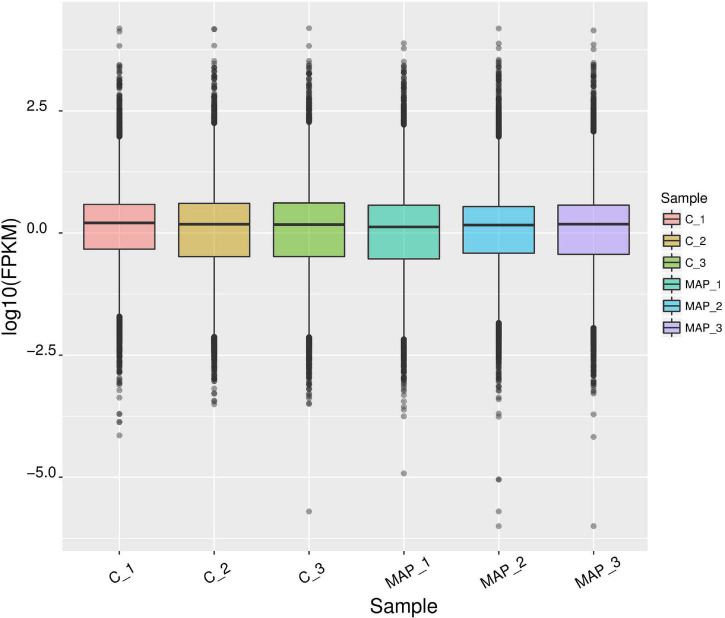
Statistical map of gene expression value distribution of each sample. The abscissa is the sample name, the ordinate is log10 (FPKM), and the box chart of each region corresponds to five statistics (maximum, upper quartile, median, lower quartile, and minimum from top to bottom).

### Density of Gene Expression Value in mRNA Expression Profile

The expression density map was made by log10 (FPKM) of different samples (Figure 3), and the change of expression trend among different samples could be compared. In an ideal state, the expression density map of each sample should conform to normal distribution, and the expression trend of biological repeated samples should tend to be consistent.

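Across the tested genes, which are not independent replicates, Pearson's correlation of log2(FPKM + 1) was between 0.908 and 0.926 for the 6 pairs of libraries within a group. For the 9 pairs of a MAP and a control library it was between 0.845 and 0.869. Spearman's correlation ranged from 0.869 to 0.892 within the groups and from 0.751 to 0.798 between them. No pair of libraries from different groups was as similar as any pair from the same group. The first principal component held 45.4% of the variance and separated the 3 MAP libraries from the 3 control libraries, while the second held 15.6% and did not.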

**FIGURE 3:**
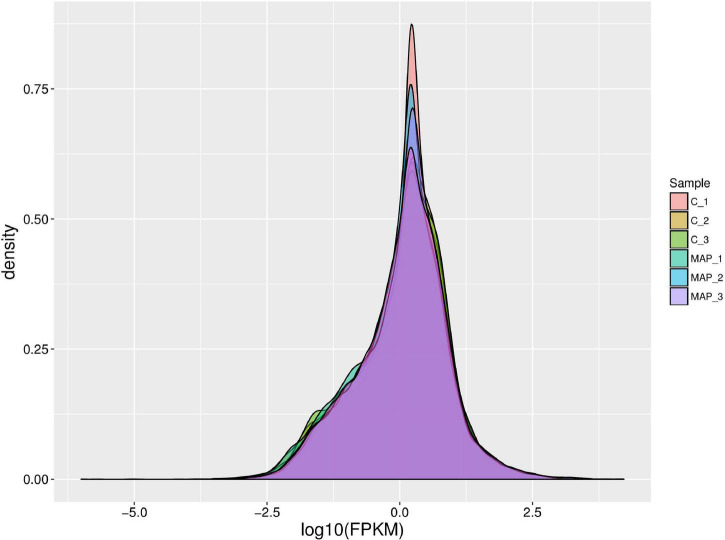
Density map of gene expression values of different samples. The abscissa is log10 (FPKM), and the ordinate is the density of genes.

### Analysis of Differential Gene Expression in mRNA Expression Profile

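In the limma fit, 1117 of the 12890 tested entries passed the limits on the unadjusted p and the fold change, 567 with higher and 550 with lower FPKM in the MAP-infected group. They carried 826 different gene names, and 267 of them had no name. At a Benjamini-Hochberg adjusted p of at most 0.05 in limma, without a limit on the fold change, there were 4260 entries, 1559 higher and 2701 lower, and 1043 of these also had an absolute log2 fold change of at least 1. The 3 MAP values lay all above the 3 control values in 2236 entries and all below them in 4022, together 48.5% of those tested, where 10% would be expected by chance. Dropping the limit on the fold change moved the count most, to 5561, and adding 0.01 in place of 1 before the logarithm gave 2123. Of the genes in the paper's Supplementary Table 4, 609 were tested here, and the direction was the same for 608. Among them, 560 passed both limits and 596 passed the adjusted p of limma.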

There were total of 618 differentially expressed genes (Supplementary Table 4), including 322 upregulated genes and 296 downregulated genes in MAP infected and control MDM cells. Among the upregulated genes, CCL4, CRLF2, NOS2, PPIF, PTGS2, TNFSF9, ACSL1, SPP1, IL10, and TNFRSF18 showed the most significant differential expression. 

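CRLF2 rose from 2.10 ± 0.0551 FPKM (SD, n = 3) in the control group to 47.3 ± 1.41 FPKM (SD, n = 3) in the MAP-infected group. Its log2 fold change of 3.96 (standard error 0.0566) had the smallest adjusted p of all tested entries, 1.21e-05 by limma. NOS2 increased from 15.5 ± 0.722 to 252.7 ± 37.2 FPKM, with a log2 fold change of 3.94 (standard error 0.122). PTGS2 went from 20.8 ± 4.87 to 179.2 ± 44.5 FPKM (log2 fold change 3.04) and TNFRSF18 from 1.08 ± 0.132 to 13.1 ± 2.17 FPKM (2.75). For SPP1, ACSL1 and TNFSF9 the log2 fold changes were 2.68, 2.96 and 2.65, with standard errors of 0.0961, 0.108 and 0.175. PTX3 had a log2 fold change of 3.61 but the largest standard error of these genes, 0.63, as control replicate 1 was at 12.8 FPKM and the other two control libraries at 61.0 and 62.7 FPKM. Without control replicate 1 its log2 fold change was 2.89. In each of these genes every MAP value exceeded every control value (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow). Among entries without an established gene name, ENSBTAG00000023659 rose from 0.357 ± 0.217 to 21.7 ± 4.47 FPKM, a log2 fold change of 4.06 and on the log2(FPKM + 1) scale the largest rise of all genes past the adjusted p with groups that did not overlap.

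**Figure D1:**
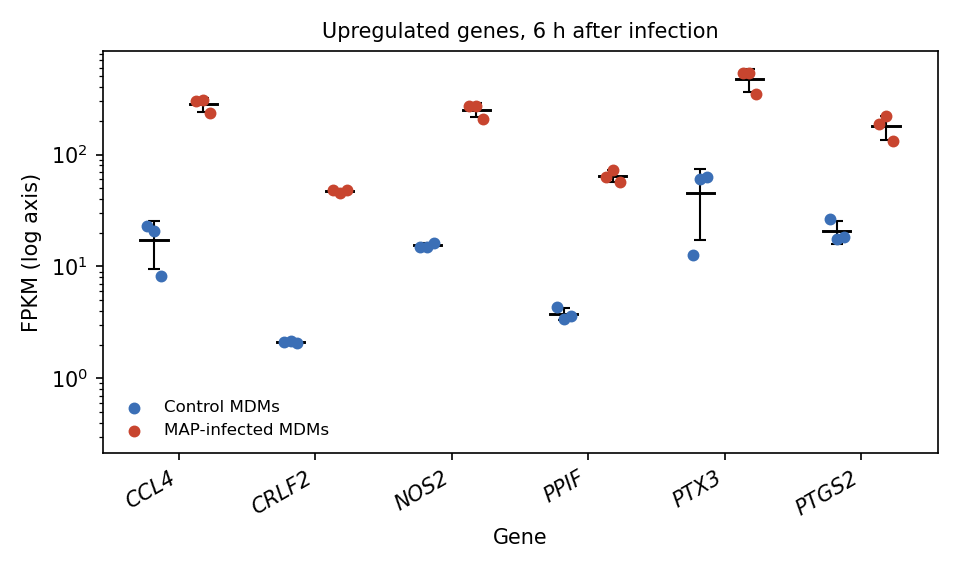
FPKM (log axis) of 6 upregulated genes in each library, with control MDMs in blue and MAP-infected MDMs in red, 3 libraries per group. Horizontal lines are means and error bars are SDs. All MAP points lie above the control points of the same gene, and control replicate 1 of PTX3 lies apart from the other two control libraries.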

Among the downregulated genes, the ten most significantly expressed genes were HISTIH2BF, CD163, VSIR, CLECI12A, SSH2, FGL2, TNFRSF8, GRK2, EREG, and TGFBR1 (Table 1). 

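HIST1H2BF was the most variable of these genes. Its FPKM was 3.31, 42.4 and 44.2 in control replicates 1, 2 and 3, against 22.3 in MAP replicate 1 and a listed value of 0 in MAP replicates 2 and 3. Its log2 fold change of -2.83 (standard error 1.56) had an adjusted p of 0.225 by limma, and leaving out each library in turn moved it between -4.35 and -2.08. CD163 fell from 34.8 ± 2.77 to 3.48 ± 1.19 FPKM (SD, n = 3 in each group), with a log2 fold change of -3.03 (standard error 0.187, limma adjusted p = 0.000282). VSIR fell from 34.6 ± 4.21 to 4.30 ± 0.173 FPKM (log2 fold change -2.74), and SSH2 from 24.7 ± 1.84 to 3.66 ± 0.471 FPKM (-2.46). In CLEC12A the mean FPKM decreased from 8.93 to 0.557, and in GRK2 from 11.4 to 2.11. EREG, TGFBR1 and FGL2 had log2 fold changes of -2.09, -1.98 and -1.98. TNFRSF8, with -1.85, had a limma adjusted p of 0.0171, which rose to as much as 0.0586 when 1 library was left out. Apart from HIST1H2BF, every MAP value was below every control value in these genes.
The 5 largest falls among the genes past the adjusted p with groups that did not overlap were those of other entries. SAMHD1 went from 63.1 ± 5.47 to 5.80 ± 1.28 FPKM, a log2 fold change of -3.25 (standard error 0.147). An entry named NDRG3 without an Ensembl transcript fell from 138.4 ± 17.2 to 11.8 ± 2.42 FPKM, and the NDRG3 entry with one from 3.27 ± 0.272 to 1.34 ± 0.234 FPKM. The former, MSTRG.3756, is numbered close to SAMHD1, MSTRG.3758. In the control libraries it was at 146.58, 149.99 and 118.68 FPKM, and SAMHD1 at 66.4, 66.05 and 56.75 FPKM. In the MAP libraries these were 11.09, 9.87 and 14.53 against 5.23, 4.91 and 7.27 FPKM. Whether these falls are separate was not tested. SNORA69 showed a log2 fold change of -3.39 in an assembled entry, and its Ensembl entry was listed at 0 in the control libraries. The largest fall, -4.00, was that of the assembled entry MSTRG.18352, which has no gene name, and it was -3.30 without MAP replicate 3. The entry ENSBTAG00000031548 followed with -3.59, or -2.57 without MAP replicate 2 and -4.30 without MAP replicate 3. Its limma adjusted p of 0.0271 was above 0.05, at up to 0.0848, without MAP replicate 1 or any 1 of the control libraries. In MAP replicate 2 this entry was listed at 0. The other entries of that name were also lower, without overlap of the groups. MSTRG.14849 fell from 15.66 ± 2.331 to 1.61 ± 0.9219 FPKM and MSTRG.14850 from 2.02 ± 0.1277 to 0.2467 ± 0.06028 FPKM.

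**Figure D2:**
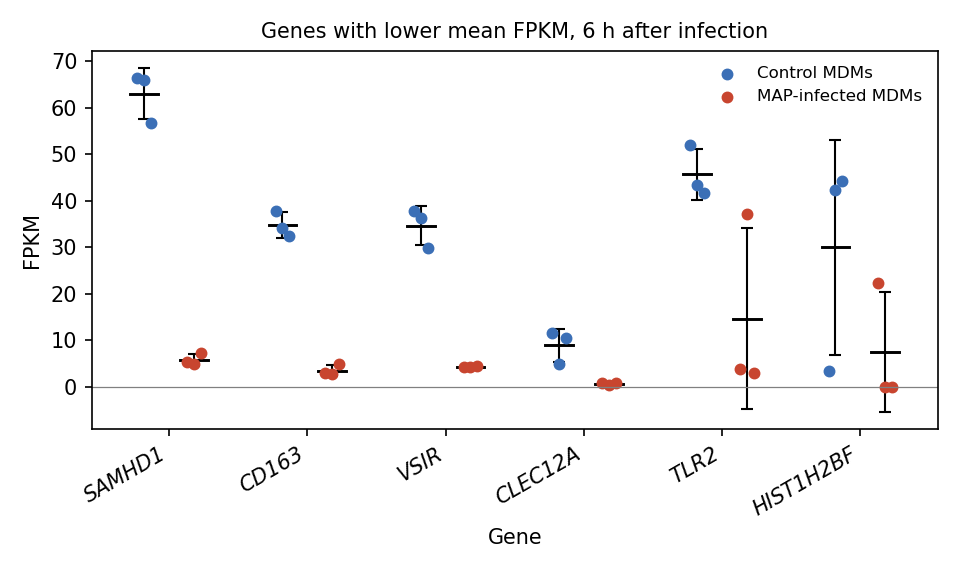
FPKM of 6 genes whose mean was lower in MAP-infected MDMs (red) than in control MDMs (blue), 3 libraries per group, with means as horizontal lines and SDs as error bars. The groups are apart in SAMHD1, CD163, VSIR and CLEC12A. In TLR2 MAP replicate 2 lies close to the control libraries, and in HIST1H2BF the groups overlap.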

To show the overall distribution of differentially expressed genes more intuitively, volcanic maps (Figure 4) and heat maps (Figure 5) were drawn for all genes in differential expression analysis.

**TABLE 1:** The top 20 upregulated and downregulated DE genes (*p*-value ≤ 0.05) for MAP-infected vs. control monocytes-derived macrophage (MDM) samples at 6 hpi as ranked by fold-change.

Gene name	Description	Log2 (fold-change)	*P*-value
CCL4	C-C motif chemokine 4	4.33	0.004335
CRLF2	Cytokine receptor like factor 2	3.95	2E-06
NOS2	Nitric oxide synthase, inducible	3.88	0.000191
PPIF	Peptidylprolyl isomerase F	3.87	0.000119
PTGS2	Prostaglandin-endoperoxide synthase 2	3.21	0.002496
TNFSF9	TNF superfamily member 9	2.85	0.000578
ACSL1	Acyl-CoA synthetase long chain family member 1	2.82	1E-05
PTX3	Pentraxin 3	2.75	0.011946
SPP1	Osteopontin precursor	2.75	0.000170
IL10	Interleukin-10 precursor	2.73	0.006246
HIST1H2BF	Histone H2B type 1	–5.10	0.013466
SAMHD1	SAM and HD domain containing deoxynucleoside triphosphate triphosphohydrolase 1	–3.17	0.000681
CD163	CD163 molecule	–2.91	0.001726
VSIR	V-set immunoregulatory receptor	–2.66	0.000174
CLEC12A	C-type lectin domain family 12 member A	–2.46	0.015198
SSH2	Slingshot protein phosphatase 2	–2.38	0.000223
FGL2	Fibrinogen like 2	–2.28	0.016980
TNFRSF8	TNF receptor superfamily member 8	–2.14	0.034363
GRK2	Beta-adrenergic receptor kinase 1	–1.95	1.72485E-05
EREG	Epiregulin	–1.95	0.002077

**FIGURE 4:**
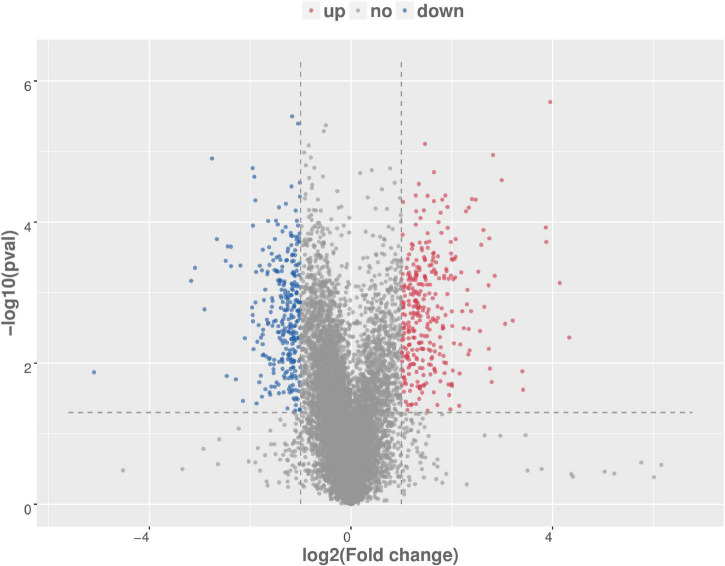
Volcanic map analysis of differential gene expression level. A scatter plot shows the correlation of gene abundance. The red dot, blue dot, and gray dot signify upregulation, downregulation, and not different, respectively.

**FIGURE 5:**
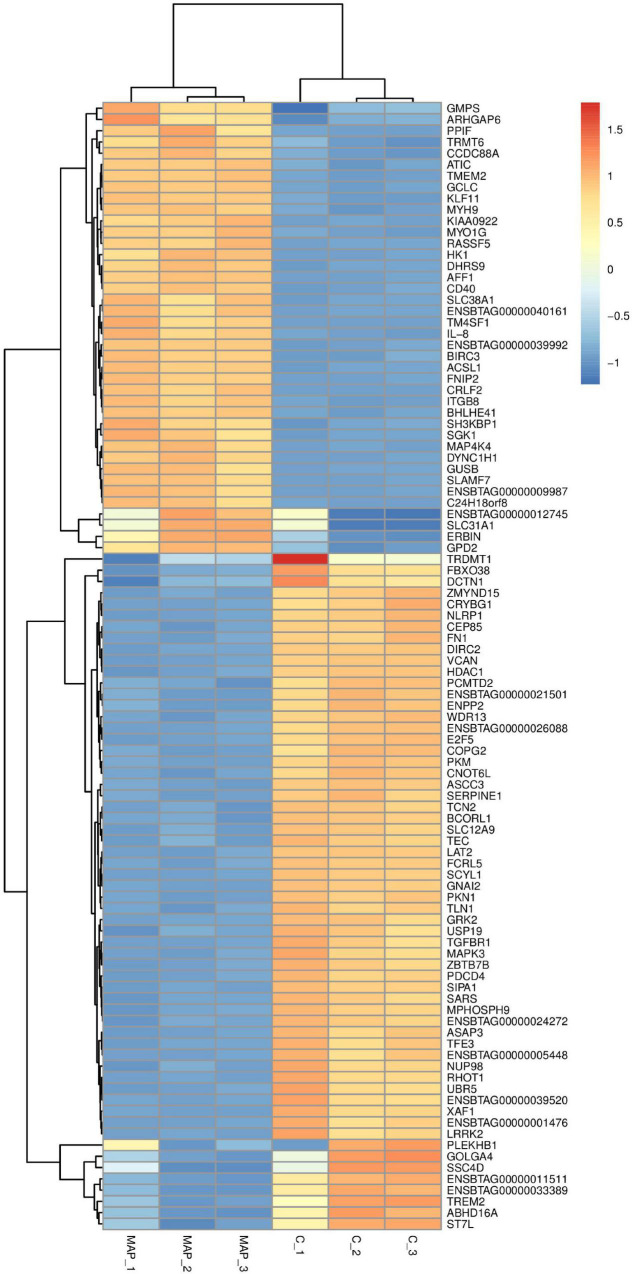
Cluster analysis of differential gene expression level. The abscissa is the sample and the ordinate is the gene. Red indicates high expression gene, and dark blue indicates low expression gene.

### Enrichment and Analysis of Differentially Expressed Genes of Gene Ontology and Kyoto Encyclopedia of Genes and Genomes in mRNA Expression Profile

To understand the function of differentially expressed genes in MAP infected bovine monocyte-macrophages, GO and KEGG enrichment analyses were performed on differentially expressed genes. GO analysis of differential genes shows that they were involved in biological processes, cell composition, and molecular function (Supplementary Table 5). 

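Of Supplementary Table 5, the first 1999 of the 3381 rows were used, which include the gene lists counted here. As these lists hold genes that had been called on the same libraries, only directions were counted. In the cytokine activity list, 16 of 18 genes were higher and 2 lower in the MAP-infected group, with a median log2 fold change of 1.80. All 18 had a limma adjusted p of at most 0.05, over all tested entries and also adjusted over the list alone, which is not independent evidence here. The chemokine activity list had 7 of 8 genes higher, between -1.46 and 4.05 on the log2 scale.
Enrichment was also computed from the GO terms in the authors' deposited table, with the 7976 genes that reached a mean FPKM of 1 in a group as the background. Of 5145 annotated genes, 433 were differentially expressed, and 209 of 2195 terms had a p of at most 0.05 in a one-sided Fisher's exact test, 45 of them after Benjamini-Hochberg adjustment. Cytokine activity held 17 differentially expressed genes of 40 annotated, against 3.37 expected (Fisher's exact test, adjusted p = 4.25e-06), and chemokine activity 8 of 15, against 1.26 expected (adjusted p = 0.0014). With the genes called by an F test with a library covariate, 38 terms passed.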

In molecular functional classification, the most significant group was cytokine activity (GO: 0005125) with 18 annotated genes, followed by chemokine activity (GO: 0008009) with 8 annotated genes. In the classification of cell components, the most significant functional group was the extracellular space (GO: 0005615) group with 66 annotation genes, followed by the cell surface (GO: 0009986) functional group with 31 annotation genes. 

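From the annotation of the deposited table, 49 differentially expressed genes belonged to the extracellular space, 36 of them upregulated, out of 230 such genes in the background. This was 2.53 times the number expected, with the smallest p of all GO terms (adjusted p = 9.38e-07, one-sided Fisher's exact test). The cell surface term had 29 differentially expressed genes of 111 annotated and ranked 4 (Fisher's exact test, adjusted p = 9.34e-06). In the paper's own list for the cell surface, 18 genes were higher and 13 lower in the MAP-infected group. Of the 31 genes, 30 passed the limits on p and fold change, and all had a limma adjusted p of at most 0.05, both over all entries and adjusted over the list alone.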

In the classification of biological processes, the most significant group was inflammatory response (GO: 0006954) with 27 annotated genes, followed by immune response (GO: 0006955) with 28 annotated genes. 

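The paper's inflammatory response list contained 17 genes with higher and 10 with lower FPKM in the MAP-infected group, between -3.03 (CD163) and 4.05 (CCL4) on the log2 scale with a median of 1.37. In limma 26 of its 27 genes passed the adjusted p over all entries, and 27 when adjusted over the list alone. The immune response list contained 18 higher and 10 lower genes with a median log2 fold change of 1.38, and all 28 passed the adjusted p of limma. In an F test with a library covariate 18 of the 28 passed. With the deposited annotation, inflammatory response ranked 3 with 26 of 88 genes (adjusted p = 4.25e-06, one-sided Fisher's exact test) and immune response 5 with 23 of 76 genes (adjusted p = 1.19e-05).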

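The innate immune response list of the paper pointed mostly downward. Only 3 of its genes were higher in the MAP-infected group and 17 were lower, with a median log2 fold change of -1.18. The highest value, 3.61, was that of PTX3. In limma, 19 of the list's genes passed the adjusted p, over all entries and also adjusted over the list alone. In the enrichment from the deposited annotation, innate immune response ranked 23 with 19 of 85 annotated genes (adjusted p = 0.00531, one-sided Fisher's exact test). Apoptotic process ranked 149 with 16 of 110 annotated genes, 1.73 times the expected number, which did not pass the adjustment (Fisher's exact test, p = 0.0208, adjusted p = 0.305).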

In the classification of biological processes, we got a large number of functional groups related to macrophage immune response, such as innate immune response (GO: 0045087) with 20 annotated genes and apoptosis process (GO: 0006915) with 21 annotated genes. Top20 GO Term was selected for the mapping display of molecular functions, cell components, and biological processes (Figures 6A–C).

**FIGURE 6:**
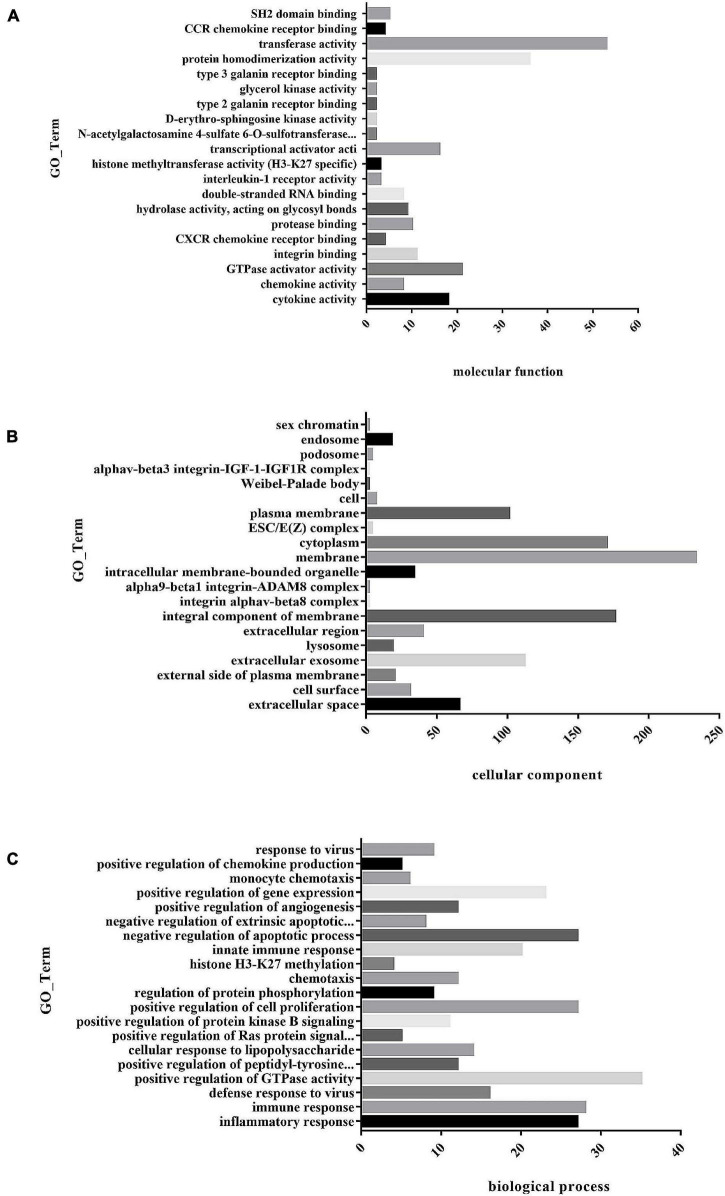
**(A)** Histogram of GO enrichment of differential genes. The first 20 GO enrichment maps of molecular function. **(B)** Histogram of GO enrichment of differential genes. The first 20 GO enrichment maps of cell composition. **(C)** Histogram of GO enrichment of differential genes. The first 20 GO enrichment maps of biological process.

KEGG enrichment analysis showed that differentially expressed genes were significantly enriched in 53 signaling pathways, including TNF signaling pathway (ko04668), IL-17 signaling pathway (ko04657), and NOD-like receptor signaling pathway (ko04062) (Supplementary Table 6). 

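With the KEGG annotation of the deposited table, 223 of 2107 annotated genes were differentially expressed. In one-sided Fisher's exact tests, 45 of 284 pathways had a p of at most 0.05, and 17 passed the Benjamini-Hochberg adjustment. Calls from an F test with a library covariate, an alternative chosen before the data were examined, gave 9. The enrichment itself was added after the values were seen. Of the pathways in Supplementary Table 6, 52 could be matched here, and 39 of them had a p of at most 0.05. Cytokine-cytokine receptor interaction ranked 1, with 26 of 68 genes against 7.20 expected (Fisher's exact test, adjusted p = 2.45e-07). In the TNF signaling pathway 14 of 57 genes were differentially expressed, 11 up and 3 down (Fisher's exact test, adjusted p = 0.0313). The IL-17 signaling pathway had 9 upregulated and 2 downregulated genes of 44, with an exact p of 0.00471 that rose to 0.0638 after adjustment. The NOD-like receptor signaling pathway had 8 up and 6 down of 64 (Fisher's exact test, p = 0.00557, adjusted p = 0.0719). Under the F test with a library covariate both had an adjusted p of 0.0309, and that of the TNF signaling pathway was 0.0606.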

KEGG enrichment analysis scatter plot (Figure 7) is based on the significance of enrichment by taking the top20 path term to draw.

**FIGURE 7:**
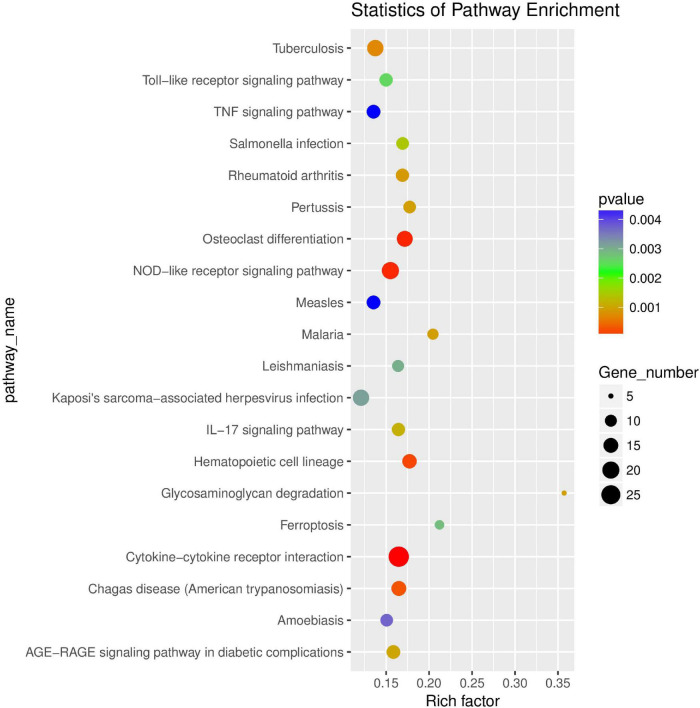
Scatter plot of KEGG enrichment of differential genes. The abscissa Rich factor indicates the number of differential genes located in the KEGG/the total number of genes located in the KEGG. The ordinate is Pathway term, that is, KEGG metabolic pathway.

### Verification of Differentially Expressed Genes in mRNA Expression Profile by RT-qPCR

To verify the accuracy of sequencing results, a total of 13 genes (CCL4, CD40, CXCL-2, IRF1, GADD45B, IL-8, IL-10, BID, TGFBR1, DDIT4, SLCBA5, RAB5B, and PLAUR) were randomly selected for RT-qPCR verification. 

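In the sequencing data, 8 of the 13 genes were higher and 5 lower in the MAP-infected group, and in all of them the values of the groups did not overlap. The mean FPKM rose from 4.87 ± 0.195 to 13.5 ± 0.208 for CD40, from 21.4 ± 1.65 to 44.1 ± 3.89 for IRF1 and from 5.14 ± 1.19 to 28.9 ± 1.70 for GADD45B (SD, n = 3 in each group). BID went from 4.42 ± 0.467 to 17.5 ± 2.66 FPKM. The name CXCL-2 does not occur in the expression table, and the entry ENSBTAG00000027513, whose means match by eye the FPKM bars drawn for CXCL-2 in Figure 8A, rose from 86.5 ± 13.3 to 285.1 ± 49.2 FPKM. Decreases were found for DDIT4, from 17.6 ± 4.17 to 4.95 ± 0.645 FPKM, RAB5B, from 14.8 ± 0.345 to 5.09 ± 1.43 FPKM, and PLAUR, from 182.6 ± 19.7 to 71.3 ± 2.44 FPKM. SLC13A5, taken here as the gene printed as SLCBA5 because its means match those bars, fell from 191.1 ± 35.6 to 70.7 ± 23.3 FPKM, and its limma adjusted p of 0.0117 was the largest of the 13. Mean FPKM of TGFBR1 was 14.9 in the control group and 3.02 in the MAP-infected group. The values of CCL4, IL-8 and IL-10 are given with the statements on these genes. RT-qPCR values were not analysed here.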

The results of RT-qPCR were in accordance with the sequencing data, which indicated that our results were reliable (Figures 8A,B).

**FIGURE 8:**
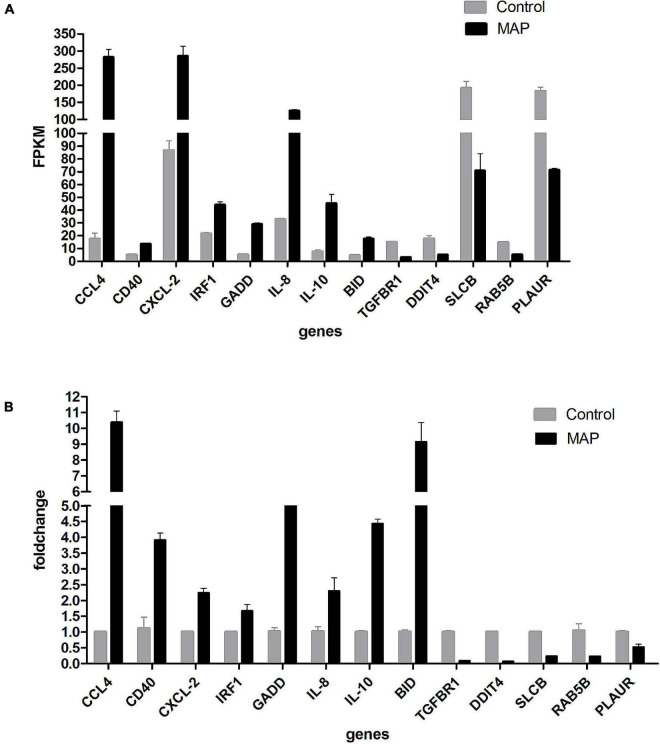
**(A)** RT-qPCR validation. Expression of selected mRNAs validated with RT-qPCR. Drawing with genes as abscissa and FPKM as ordinates. **(B)** RT-qPCR validation. Expression of selected mRNAs validated with RT-qPCR. Drawing with genes as abscissa and fold-change as ordinates.

### Differential Expression Analysis of circRNA

The number of upregulated and downregulated significantly differentially expressed circRNAs was counted in the experimental group and the control group, and there were 39 differentially expressed circRNAs (see Supplementary Table 7 for details). Among them, the frequency of upregulated genes was 12, and the frequency of downregulated genes was 27 (Figure 9). Among them, 20 upregulated genes and downregulated genes with the most significant differences corresponding to circRNA are shown in Table 2. In addition, we performed a cluster analysis of the differentially expressed circRNA genes to more intuitively display the differential expression of genes between the MAP infection group and the control group, as shown in Figure 10.

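CircRNAs are closed RNA circles that are recognised by reads across a back-splice junction, where the end of an exon is joined to the start of the same or an earlier exon. The authors deposited for each circRNA the number of back-spliced reads in each library and a signal scaled to the library (SRPBM), together with its position and host gene. Only the counts were tested. The program that called the circRNAs, and the genome build, are not given in the sources used here. The table held 9682 circRNAs, of which 892 had a count of 0 in every library and 5958 were seen in 1 library. The back-spliced counts per library summed to 8681, 6054 and 6244 in the MAP-infected group and to 6803, 9459 and 8602 in the control group.
Counts were tested with edgeR's quasi-likelihood test after TMM normalization, on the 2832 circRNAs with counts in at least 2 libraries. Their median total was 5 counts over all 6 libraries, and 74% had 10 or fewer. The common dispersion was 0.809, a large spread between libraries of 1 group. Where a whole group was at 0, the fold change is a bound, the ratio to a floor of 3 counts over that group. These bounds, written as at least a given fold, take the count of the other group as observed. They leave out its counting error, so they are not 95% limits. The 95% intervals of ratios cover counting error only, and neither includes the spread between libraries.
Control libraries contained 2604 ± 459 circRNAs (SD, n = 3) and MAP libraries 2303 ± 294, a difference within the spread of the libraries (exact permutation test, two-sided p = 0.3). The scaled signal summed to 646.2 ± 24 in the control and 605.6 ± 51 in the MAP-infected group, and the libraries of the groups overlapped.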

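Of the 2832 circRNAs tested with edgeR, 50 had an unadjusted p of at most 0.05 and an absolute log2 fold change of at least 1, 22 of them higher and 28 lower in the MAP-infected group. In 42 of the 50, all libraries of 1 group were at 0. Only 3 circRNAs, all lower after infection, passed a Benjamini-Hochberg adjusted p of 0.05. With edgeR's exact test, an alternative chosen after seeing the data, 19 were called, 5 higher and 14 lower. DESeq2 called 29 and none of them after adjustment (smallest adjusted p 0.0604). With counts required in at least 3 libraries, edgeR called 77.
All circRNAs of Supplementary Table 7 were found in the deposited table, and their log2 fold changes had the same sign in edgeR. Among them 26 passed both limits here. The groups did not overlap in 31 of them, 8 higher and 23 lower, or 79.5%, where chance gives 10%. That share is not independent evidence, as the list was chosen on these libraries. Over all tested circRNAs, where ties at 0 count as overlap, the share was 4.63%. The total over the 6 libraries ranged from 9 to 198 counts with a median of 18, and 22 had a group in which no read was counted, 15 times the MAP-infected and 7 times the control group.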

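The 3 circRNAs past the adjusted p were absent from the counts of all MAP libraries. CircRNA1154 of TTC13 had 12, 10 and 17 counts in the control libraries and was at least 11.0-fold lower after infection (edgeR adjusted p = 0.00342). CircRNA1863 of BRWD1 had 10, 7 and 19 counts (at least 10.1-fold lower, edgeR adjusted p = 0.00708). CircRNA1008 of PRIM2 had 20, 0 and 18 counts in control replicates 1, 2 and 3, so its groups overlap at 0, and it was at least 10.7-fold lower over the groups as a whole. Under DESeq2 its p was 0.127. Without MAP replicate 1, control replicate 1 or control replicate 3, no circRNA passed the adjusted p.
CircRNA2814 of PLEKHA2 had 0, 8 and 15 counts in the control libraries and none in the MAP libraries (unadjusted p = 0.000984 in edgeR's quasi-likelihood test across 2832 circRNAs, adjusted p = 0.557). The smallest p among upregulated circRNAs was that of circRNA1280 of NR3C1, which is not in Table 2. It had 58, 26 and 49 counts in the MAP and 19, 27 and 19 in the control libraries, a ratio of 2.43 with a 95% interval from 1.79 to 3.31 and an edgeR adjusted p of 0.439.
The upregulated circRNAs of Table 2 rested on few reads. CircRNA6809 of PLXDC2 had 0, 2 and 10 counts in MAP replicates 1, 2 and 3 and none in the control libraries, which is at least 4.74-fold higher. CircRNA6273 of CRLF2 had 5, 3 and 3 against none (at least 4.35-fold higher), while the CRLF2 mRNA was among the most upregulated genes. For circRNA2357, circRNA4934 and circRNA5096 the p of edgeR was 0.0716, 0.0523 and 0.051, which is above the limit. The remaining upregulated circRNAs of the table were at least 3.56-fold to 4.74-fold higher, and the remaining downregulated ones at least 3.38-fold to 5.06-fold lower.

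**Figure D3:**
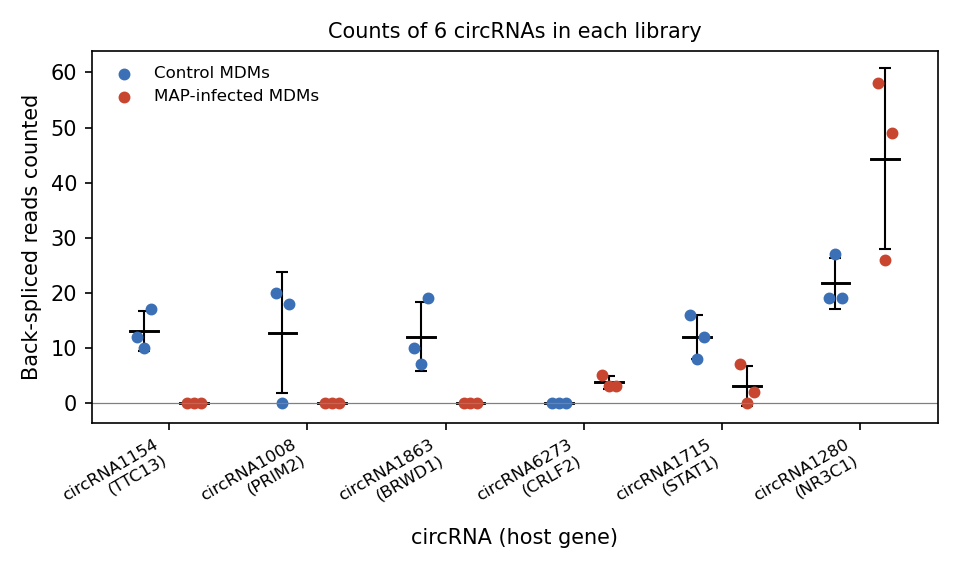
Back-spliced reads counted for 6 circRNAs in each library, with control MDMs in blue and MAP-infected MDMs in red, 3 libraries per group, means as horizontal lines and SDs as error bars. CircRNA1154, circRNA1008 and circRNA1863 have no counts in the MAP libraries, and circRNA6273 has none in the control libraries.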

**FIGURE 9:**
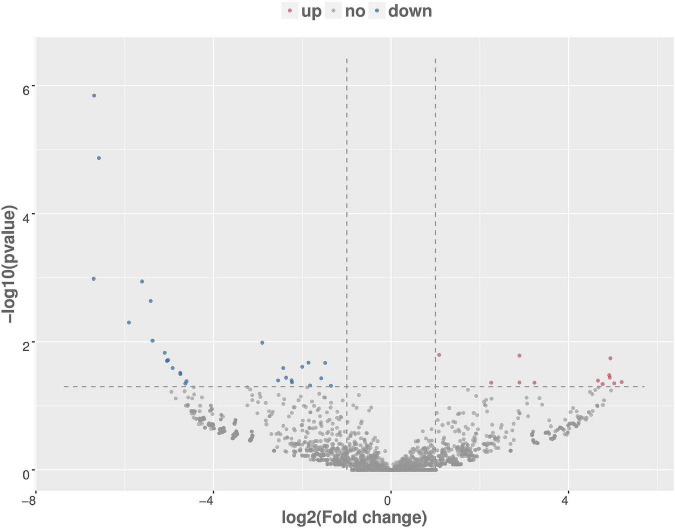
Differentially expressed circRNA volcanic map, with log2 (fold-change) as the abscissa, –log10 (*p*-value) as the ordinate. Red, blue, and gray are representative the upregulated, downregulated, and unchanged circRNAs, respectively.

**TABLE 2:** The top 20 upregulated and downregulated DE genes (*p*-value ≤ 0.05) for MAP-infected vs. control MDM samples at 6 hpi as ranked by fold-change.

circRNA ID	Log2foldchange	*p*-value	chr	Gene name
circRNA6809	5.192305115	0.042347	chr13	PLXDC2
circRNA6689	5.027111833	0.044368	chr9	CRYBG1
circRNA6273	4.940363769	0.018076	chr29	CRLF2
circRNA5915	4.925653435	0.036017	chr15	CD44
circRNA6092	4.913447368	0.033156	chr24	WDR7
circRNA5983	4.765632834	0.045534	chr19	TEX2
circRNA6014	4.66131962	0.040178	chr18	FTO
circRNA2357	3.232074607	0.0432925	chr10	LVRN
circRNA4934	2.893491156	0.043064	chr28	GPR137B
circRNA5096	2.892591233	0.016405	chr5	PLXNC1
circRNA1008	–6.70168	0.001035	chr23	PRIM2
circRNA1154	–6.69119	1.43E-06	chr28	TT+Z2:Z40C13
circRNA1863	–6.58103	1.35E-05	chr1	BRWD1
circRNA2814	–5.90587	0.004991	chr27	PLEKHA2
circRNA1459	–5.6113	0.00114	chr5	FGD4
circRNA1943	–5.41418	0.002293	chr9	ERMARD
circRNA413	–5.37358	0.00959	chr10	ATP8B4
circRNA1245	–5.09834	0.014819	chr7	MYO1F
circRNA150	–5.04872	0.019825	chr12	ZC3H13
circRNA1762	–5.02587	0.019243	chr2	UBR4

**FIGURE 10:**
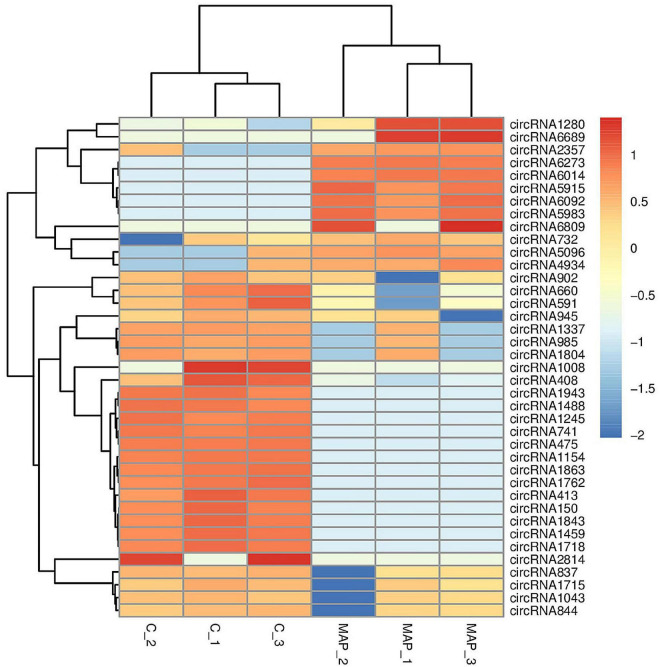
Cluster analysis of differentially expressed circRNA. The abscissa is the sample, and the ordinate is the differentially expressed genes screened out. Red indicates highly expressed genes, and dark blue indicates low expressed genes.

### Gene Ontology and Kyoto Encyclopedia of Genes and Genomes Enrichment Analysis of Differentially Expressed circRNA-Hosting Gene

For the function of circRNA in bovine mature body, we carried out enrichment analysis of GO and KEGG, respectively. The results of GO enrichment analysis are shown in Supplementary Table 8. According to the descending order of S gene number (the number of genes with significant differences annotated as a specific GO) from large to small, GO Term of Top25, Top15, and Top10 were selected for mapping display for biologic process, cellular component, and molecular function, respectively (Figure 11).

**FIGURE 11:**
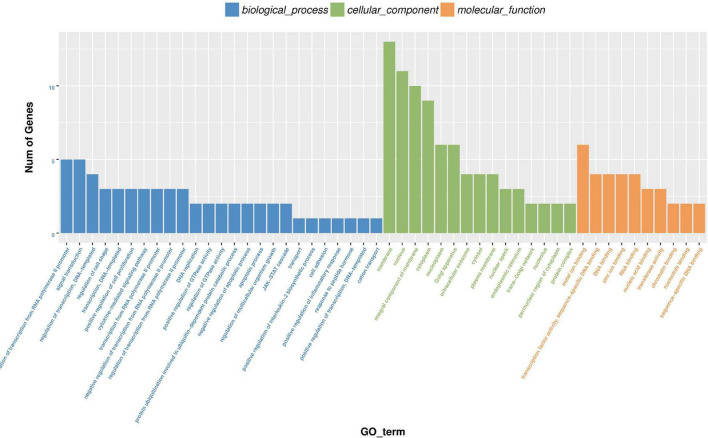
Histogram of differential expression circRNA-hosting gene GO enrichment analysis. Take GO term as abscissa and Num of genes as ordinate.

The results of KEGG enrichment analysis are shown in Supplementary Table 9. Pathway term of Top20 was selected for mapping according to *p*-value of enrichment (Figure 12). 

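The KEGG annotation of the deposited circRNA table was tested for the host genes of the 50 circRNAs called by edgeR. The background was the 1046 circRNAs with at least 8 counts in total, the fewest that any called circRNA had. This left 20 annotated host genes among 282, and of 210 pathways 1 had a p of at most 0.05 in a one-sided Fisher's exact test and none passed the Benjamini-Hochberg adjustment. The JAK-STAT, Th17, Th1 and Th2, necroptosis and chemokine pathways each held 1 called host gene, with p between 0.527 and 0.745. With the 39 circRNAs of the paper in place of the 50, 3 pathways had a p of at most 0.05 and again 0 passed the adjustment. Then the p of these 5 pathways was between 0.0525 for JAK-STAT and 0.15 for Th17 cell differentiation.
CircRNA732 of STAT5B, a host gene in these pathways, had 13, 4 and 4 counts in the MAP libraries and 3, 0 and 1 in the control libraries, a ratio of 6.22 with a 95% interval from 2.10 to 24.9, and its unadjusted p of 0.0627 in edgeR's quasi-likelihood test was above the limit. The log2 fold change of 2.28 became 3.56 without control replicate 1, where it passed both limits, and was 1.73 without MAP replicate 1 and 1.71 without control replicate 2.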

KEGG enrichment analysis showed that it was significantly enriched in JAK-STAT signaling pathway, Th17 cell differentiation, Necroptosis, Th1 and Th2 cell differentiation, and chemokine signaling pathway.

**FIGURE 12:**
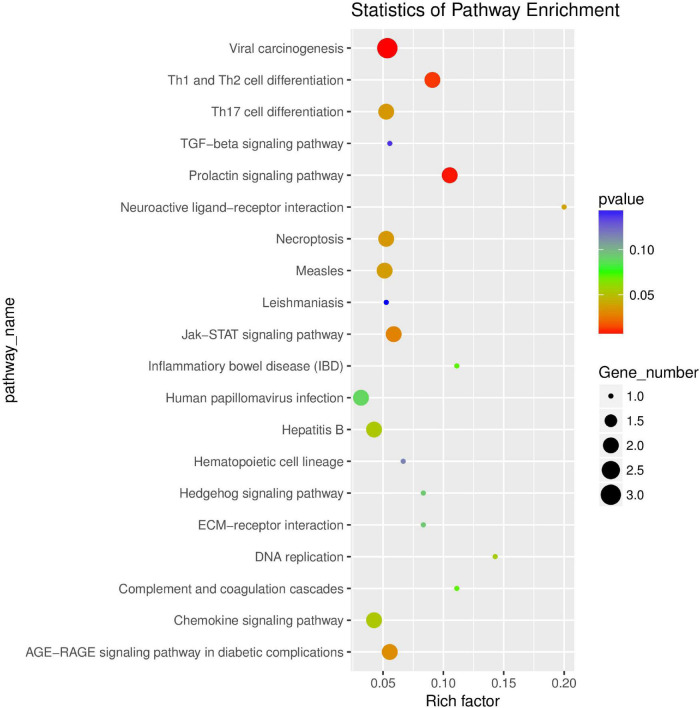
Scatter plot of differential expression circRNA-hosting gene KEGG enrichment analysis. The abscissa is Rich factor (Rich factor = S gene number/B gene number). The ordinate is Pathway term, that is, KEGG metabolic pathway.

## Discussion

Among the four subspecies of *M. avium*, MAP is the most threatening to animal husbandry, and the chronic wasting enteritis caused by MAP can cause intractable diarrhea and progressive emaciation in ruminants (mainly cattle). Although it has been reported that *M. avium* subsp. *avium* and *M. avium* subsp. s*ilvaticum* can be isolated from cattle (Matthews and McDiarmid, 1979; Turenne et al., 2006); they normally do not cause a large-scale outbreak, which is why MAP was selected for cell infection test in this part of the study.

At present, the continuous improvement of high-throughput transcriptome sequencing technology and the increasingly complete gene bank data provide powerful basis for the understanding of the gene expression of macrophages in response to bacterial infections. More specifically, we can deeply understand the complex interaction process between host animal macrophages and mycobacterium pathogens, thus providing a basis for understanding the molecular mechanism of mycobacterium-induced diseases. However, most of the current studies have focused on the differences in host gene expression between humans and *Mycobacterium bovis* infections, and there is a lack of studies on each subspecies of *M. avium*. Therefore, transcriptome analysis of bovine monocyte-macrophages infected by MAP was performed in our study, which aims to provide a theoretical basis for clarification of immune response mechanism of macrophages in the early stage of *M. avium* infection.

After 6 h of infection, CCL4 gene, an important inflammatory chemokine, increased most obviously in monocyte-macrophage mRNA differential expression. 

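CCL4 had an FPKM of 301.9, 308.3 and 236.4 in the MAP libraries and 23.1, 20.9 and 8.25 in the control libraries, or 282.2 ± 39.8 against 17.4 ± 8.01 (SD, n = 3). The log2 fold change was 4.05 (standard error 0.381, limma adjusted p = 0.000935), and the FPKM ratio was 16.2. Leaving out each library in turn kept the log2 fold change between 3.61 and 4.30. On the log2(FPKM + 1) scale, only the entry ENSBTAG00000023659 rose by slightly more among the genes past the adjusted p with groups that did not overlap. By the FPKM ratio other genes rose more, such as that entry (60.8) and CRLF2 (22.5). An F test with a library covariate gave CCL4 4.34, with an adjusted p of 0.0394 over the tested entries. The paper states that CCL4 can start the migration of immune cells.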

CCL4 binds to its major receptor G protein-coupled receptors CCR5 and CCR8, and can initiate the migration of immune cells, the maturation of dendritic cells, and the activation and differentiation of granulocytes and T cells (Castellino et al., 2006). In addition, the expression of other pro-inflammatory factors or chemokines like CCL2, CCL20, CXCL2, and IL-1β is also significantly upregulated. These gene products play an important immunomodulatory role in the early stages of mycobacterial infection (Bannantine and Bermudez, 2013). Furthermore, we also pay attention to the significant upregulation of CD40 gene encoding TNF receptor super family protein member 5 expressed on the surface of many cells including B cells, macrophages, and dendritic cells. 

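CCL2 rose from 1.24 ± 0.212 to 4.74 ± 0.46 FPKM (SD, n = 3 in each group), a log2 fold change of 1.36 (limma adjusted p = 0.000493). CCL20 was low in the control group, 0.14 ± 0.03 FPKM, and reached 2.87 ± 1.24 FPKM after infection. Its log2 fold change of 1.71 on the log2(FPKM + 1) scale corresponds to an FPKM ratio of 20.5. The entry ENSBTAG00000027513, described in the deposited table as a growth-regulated protein homolog and read here for CXCL-2, had a log2 fold change of 1.70 (standard error 0.17). IL1B changed less, from 45.2 ± 1.76 to 81.9 ± 15.5 FPKM. Its log2 fold change of 0.82 (standard error 0.149) had a limma adjusted p of 0.00894 and was below the fold change limit.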

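The log2 fold change of CD40 was 1.31 with a standard error of 0.0579 (limma adjusted p = 0.000153). It stayed between 1.28 and 1.33 when each library was left out in turn. The difference between the groups was 2.78-fold in FPKM.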

By binding with CD40 ligands on T cells, T cells are activated to activate macrophages, and then induce genes encoding IL12β and NOS (Guida et al., 2011). It has been reported that CD40 knockout mice infected with *M. avium* show effects on IL-12 and IFN-γ, which indicates that CD40 makes an important impact on the development of immune response caused by mycobacterium infection.

It is worth noting that the expression level of IL-10 gene also increased by nearly 7 times. 

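The FPKM of IL10 was 31.8, 55.2 and 48.9 in the MAP libraries and 8.98, 4.64 and 9.07 in the control libraries, which is 45.3 ± 12.1 against 7.56 ± 2.53 (SD, n = 3) and a ratio of 5.99. Its log2 fold change of 2.45 (standard error 0.305, limma adjusted p = 0.00245) ranged from 2.17 to 2.68 with each library left out in turn. A second, low entry of the same name without an Ensembl transcript had 1.53 ± 1.05 FPKM in the control and 1.77 ± 0.815 FPKM in the MAP-infected group.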

CD4^+^ T cells and monocytes/macrophages are the most important sources of IL-10. IL-10 functions to inhibit the anti-mycobacterial activity of macrophages with possible mechanism of action to limit cytokine-induced tissue damage and inflammatory response during infection by inhibiting the activity of NF-κB signaling pathway in cells (Romano et al., 1996; Haddad et al., 2003). At the same time, it has been reported that phosphorylation of MAPK14 (p38-α) is the main inducement leading to upregulation of IL-10, which leads to subsequent inhibition of host innate immune response and enhancement of *Mycobacterium intracellulare* proliferation (Elass et al., 2008). It is worth noting that Weiss et al. (2008) reported that the expression of IL-10 in human monocytes was inhibited after infection with MAP, which was contrary to the results of this experiment. 

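MAPK14 had 7.87, 6.01 and 4.76 FPKM in the control libraries and 1.28, 1.22 and 1.79 FPKM in the MAP libraries. The log2 fold change was -1.55 (standard error 0.181, limma adjusted p = 0.00194), with a range from -1.71 to -1.39 over the fits that left out 1 library.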

Simultaneously, the expression of MAPK14 was found significantly downregulated after infection. The effect may be due to the non-detection of post-transcriptional modification of MAPK14 (such as phosphorylation), or IL-10 expression may be induced by another cellular signaling mechanism. The mitogen-activated protein kinase (MAPK) signaling cascade is made up of P38, JNK, and ERK (Reiling et al., 2001). Expression of IL-10 is mediated through activation of MAPKp38, and is independent of MAPK-ERK or MAPK-JNK. Moreover, according to the study of Weiss et al., the phosphorylation of MAPKp38 induced by MAP may be mainly through the interaction with TLR2 cell membrane receptor. In the early stage of MAP infection of bovine mononuclear macrophages, pathogen interacts with the TLR2 cell membrane receptor and causes the phosphorylation of MAPKp38, resulting in the increase of IL-10 in bovine monocyte-macrophages (Souza et al., 2008). This process occurs faster than transcription of MAPK14 gene. Therefore, in the early stage of MAP infection, the increase in IL-10 mRNA expression is not directly related to the decrease in MAPK14 mRNA expression. IL-8, which can enhance the clearance of MAP bacteria by macrophages, is also significantly upregulated. 

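IL-8 rose from 32.7 ± 1.53 to 125.1 ± 5.87 FPKM (SD, n = 3 in each group). The log2 fold change was 1.91 with a standard error of 0.0678 (limma adjusted p = 0.000116), and the libraries of each group lay close together compared with this difference.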

According to Coussens et al. (2004) the expression levels of IL-10 and IL-8 in PBMC, intestinal lesions, and mesenteric lymph nodes of cattle naturally infected with MAP were significantly higher than the control group, which was consistent with the results of this experiment. In addition, MAP can activate NOD-like receptor, and then activate NF-κB and MAPK signaling pathway, thus promoting the expression of IL-8. Therefore, the increase in IL-10 mRNA expression is not directly related to the increase in IL-8 mRNA expression. This mutual neutralization also reflects the characteristics of mycobacterium infecting macrophages.

Previous studies have emphasized the importance of apoptosis in the process of host infection with mycobacteria. Macrophage apoptosis is considered to be a host innate immune mechanism to control mycobacterial infection by limiting growth. At the same time, mycobacteria can delay apoptosis in the early stage of infection of macrophages to allow them to replicate in cells (Behar et al., 2011). 

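In the paper's list for the apoptotic process, 14 genes had higher and 7 lower FPKM in the MAP-infected group, with a median log2 fold change of 1.24. Both limits on p and fold change were passed by 14 of the higher and 6 of the lower genes. The adjusted p of limma was at most 0.05 for 20 of the 21 over all tested entries and for 21 adjusted over the list alone. The list runs from -1.98 (TGFBR1) to 3.77 (PPIF), and also holds GADD45B with a log2 fold change of 2.30, IRF1 with 1.01 and DDIT4 with -1.62.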

By GO enrichment analysis, a total of 21 genes related to apoptosis were found significant differentially expressed, of which 15 genes were upregulated and 6 genes were downregulated. PPIF, the most upregulated gene, has been reported that its coding product cyclophilin-D (CycD) is a key component of the mitochondrial permeability transition pore (mPT) that can regulate cell apoptosis independently of BCL-2 (Speir et al., 2017). Moreover, the expression of TNF, CASP6, BIRC3, and other apoptosis-related genes showed an upregulated trend although there was no significant difference. 

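PPIF rose from 3.77 ± 0.473 FPKM in the control group to 64.3 ± 7.80 FPKM in the MAP-infected group (SD, n = 3), a ratio of 17.1. The standard error of its log2 fold change was 0.118, and leaving out each library in turn gave values between 3.69 and 3.86. Its limma adjusted p was 0.000116.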

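TNF had 7.69, 6.28 and 17.9 FPKM in the MAP libraries and 5.29, 5.46 and 1.64 FPKM in the control libraries, a log2 fold change of 1.16 with a limma adjusted p of 0.134. Without MAP replicate 3 or control replicate 3 the log2 fold change was 0.74. CASP6 rose from 8.23 ± 2.18 to 13.0 ± 0.848 FPKM (SD, n = 3 in each group). Its log2 fold change of 0.62 had a limma adjusted p of 0.0392, which reached 0.11 when 1 library was left out. BIRC3 rose from 17.3 ± 0.479 to 30.2 ± 0.519 FPKM (log2 fold change 0.77, standard error 0.0547, limma adjusted p = 0.000418). A second BIRC3 entry without an Ensembl transcript went from 20.4 ± 6.33 to 25.9 ± 3.05 FPKM. CASP6 and BIRC3 were below the fold change limit.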

The specific role of these apoptosis genes in the process of MAP infection needs further study and confirmation.

In the analysis of differentially expressed gene pathways using KEGG database, a number of signal pathways related to activating host immune response to mycobacterium were enriched. Macrophage recognition of MAP is mediated by host pathogen recognition receptors, including Toll-like receptors (TLRs) and NOD-like receptors (NLRs) (Delbridge and O’Riordan, 2007; Killick et al., 2013). Based on our results, there are 12 and 20 significant differentially expressed genes annotated to Toll-like receptor and NOD-like signaling pathway, respectively. 

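Counted here with limma and the deposited KEGG annotation, 13 of the 46 genes of the Toll-like receptor signaling pathway were differentially expressed, 6 up and 7 down (adjusted p = 0.0196, one-sided Fisher's exact test). In the NOD-like receptor signaling pathway 43 of the 64 genes had a limma adjusted p of at most 0.05, against 30 of 46 in the Toll-like receptor signaling pathway. The median log2 fold change over all genes of each pathway was close to 0, 0.063 and 0.104 for the Toll-like and NOD-like pathway.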

Previous studies have reported that TLR2 plays an important role in early recognition of *M. avium* by macrophages, and it has been reported that TLR2 is upregulated after MAP bacteria infect macrophages for 2 h (Machugh et al., 2012); however, no significant difference in TLR2 expression after 6 h of infection was observed in this experiment. 

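The FPKM of TLR2 was 52.0, 43.4 and 41.6 in the control libraries. In the MAP libraries it was 3.86 and 3.01 in replicates 1 and 3 but 37.1 in replicate 2. The log2 fold change of -2.36 (standard error 0.866) had an unadjusted p of 0.0355 in limma over all tested entries and an adjusted p of 0.0896. Without MAP replicate 2 the log2 fold change was -3.40 with an adjusted p of 0.00189, so this library decides whether the adjusted p is passed. The paper's threshold was no longer passed when any 1 of the other 5 libraries was left out. In an F test with a library covariate over all tested entries the unadjusted p of TLR2 was 0.261.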

MAPK signaling pathway consists of evolutionarily conserved serine/threonine kinase, which involves a variety of cell functions, including cell proliferation, differentiation, and migration. MAPK signaling pathway modulates the expression of inflammatory chemokines and cytokines in innate immune responses such as IL-1, IL-10, IL-12, and TNF-α by transmitting stimuli to transcription factors (Zhang and Dong, 2005). There are multiple genes annotated in MAPK signaling pathway where differentially expressed genes showed some opposite trends. 

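MAP3K14 had 5.41, 6.81 and 7.49 FPKM in the MAP libraries and 2.67, 4.55 and 4.31 FPKM in the control libraries. It was higher after infection, with a log2 fold change of 0.66 and a limma adjusted p of 0.0467 that rose to as much as 0.127 when 1 library was left out. MAP4K4 rose from 32.2 ± 0.286 to 65.0 ± 1.95 FPKM (SD, n = 3 in each group), a log2 fold change of 0.99 (standard error 0.0547, limma adjusted p = 0.000213). FOS fell from 8.48 ± 2.49 to 1.80 ± 0.222 FPKM (log2 fold change -1.72, limma adjusted p = 0.00245). SP1 did not differ between the groups beyond the spread of the libraries, 9.56 ± 4.45 against 7.60 ± 2.88 FPKM (log2 fold change -0.25, limma adjusted p = 0.664), and without control replicate 2 its log2 fold change was 0.046. Over the 91 genes of the MAPK signaling pathway, 7 were upregulated and 8 downregulated.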

As described earlier, MAP3K14 was downregulated, while MAP4K4 was upregulated, and FOS and SP1 also showed downregulated trends. 

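With the deposited annotation, the NF-kappa B signaling pathway had 8 upregulated and 3 downregulated genes of 39 (adjusted p = 0.0313, one-sided Fisher's exact test) and the p53 signaling pathway 2 and 4 of 25 (p = 0.0415, adjusted p = 0.268).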

Besides, many signaling pathways such as NF-κB, IL-17, p53, and cytokine–cytokine receptor interaction were significantly enriched.

The expression profile of circRNA after MAP infects bovine monocyte-macrophages was also analyzed to provide a theoretical basis for the pathogenesis of paratuberculosis and to find potential circRNA biomarkers in paratuberculosis. In this experiment, a total of 39 differentially expressed circRNA were detected, of which 12 were upregulated and 27 were downregulated. 

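In the deposited table, circRNAs are divided into those made of exons and those made of introns (ciRNA). Of all 9682 entries 450 were ciRNAs, and of the 2832 tested 21 were. None of the 50 called by edgeR was a ciRNA. The circRNAs of Supplementary Table 7 contained between 1 and 11 exons and lay on 22 chromosomes.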

The differentially expressed circRNA were all derived from exons. 

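Of the 39 circRNAs of the paper, 1 lay on chromosome 18 and 3 on chromosome 19. CircRNA6014 of FTO, on chromosome 18, had 4, 2 and 3 counts in the MAP libraries and none in the control libraries (at least 3.56-fold higher). On chromosome 19, circRNA5983 of TEX2 had 1, 4 and 4 counts against none (at least 3.56-fold higher), and circRNA741 of SMURF2 had none against 2, 4 and 4 (at least 2.81-fold lower). The third is circRNA732 of STAT5B. The edgeR adjusted p of each was 0.627. The bounds given here are ratios to the floor of 3 counts, without the counting error of the group that was counted. Among the 50 circRNAs called by edgeR, 6% lay on these chromosomes, compared with 5.65% of all tested circRNAs (Fisher's exact test, p = 0.759).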

Several differentially expressed circRNAs exist on chromosomes 18 and 19. It is well accepted that most of the genes on chromosomes 18 and 19 are related to immune response signaling pathways, and most are involved in multiple immune pathways including chemokine signaling pathways and NOD-like receptor signaling pathways (Gupta et al., 2019). The scatter plot of differentially expressed circRNA-hosting gene KEGG showed that the differentially expressed genes were significantly enriched in the following pathways: Th1 and Th2 cell differentiation, JAK-STAT signaling pathway, necroptosis, Th17 cell differentiation, and chemokine signaling pathway. Cytokines such as IFN-α, IFN-γ, IL-2, GM-CSF, and TNF-α produced by Th1 cells participate in cell-mediated immunity against intracellular bacterial and viral pathogens; Th2 cytokines such as IL-4, IL-5, IL-6, IL-10, IL-13, and TGF-β produced by Th2 cells play a role in enhancing humoral immunity and resisting extracellular bacteria, parasites, toxins, and allergens. Th17 cells, as a subset of CD4^+^ T cells, are classified as inflammatory Th subgroups, which can cause chronic tissue inflammation and organ failure. It relates to the pathogenesis of most common autoimmune diseases. Besides IL-17, Th17 cells also express a series of inflammatory cytokines, including IL-17F, IL-26, IL-21, IL-22, GM-CSF, and inflammatory chemokine (CC motif) ligand 20 (CCL20). Therefore, the balanced differentiation of Th17 cells is very important for immunity and host protection; JAK-STAT signal mediates almost all immune regulation processes and is a universal and important way of cytokine receptor signal transduction. This pathway is involved in many important biological processes such as cell proliferation, differentiation, apoptosis, and immune regulation. Various studies have shown that the continuous activation of the JAK/STAT signaling pathway is closely related to many immune and inflammatory diseases. Necrosis and apoptosis are two different ways of cell death. Apoptosis is a programmed cell death, while necrosis is mainly a regulatory death method mediated by RIPK1, RIPK3, and MLKL. In short, necrosis has been shown to be involved in the pathogenesis of various diseases. However, under certain circumstances, necrosis may benefit host’s resistance to pathogen infection. CircRNAs may inhibit or promote gene expression. However, their role remains to be verified. The potential role of circRNAs as a biomarker has been proven, and it may also become a promising method for the diagnosis of paratuberculosis. Furthermore, whether circRNA can be used as a potential biomarker to determine MAP-specific infection remains to be discussed.

In conclusion, a large amount of biological information including multiple genes with significant differences and multiple cell signaling pathways responding to infection were obtained by transcriptome sequencing. The aforementioned results contribute to clarify the key cell pathways involved in the early stages of infection. Screening of gene expression profile related to infection can also provide a theoretical basis for diagnosis improvement of MAP. In addition, although some differential genes may not be clearly related to paratuberculous infection, they still provide new insights into pathogenesis of MAP or unknown defense strategies of host cells.

## Data Availability Statement

The data presented in the study are deposited in the NCBI (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE185609) repository, accession number GSE185609.

## Author Contributions

YB, XJ, and HM conceived the research. YB wrote the article. YY, ZW, and SW critically reviewed the findings and improved the article. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

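Macrophages (MDMs) grown from blood monocytes of healthy Holstein cows were cultured with MAP for 6 h, or without bacteria, and 3 libraries of each kind were sequenced. Every comparison set the 3 MAP libraries against the 3 control libraries. The labels number the libraries of each group from 1 to 3. The methods name 6 cows without saying which cow gave which library, so the numbers were not read as animals and the fits contained no block for them.
By the paper's methods, the authors trimmed the reads with Cutadapt, inspected them with FastQC and aligned them to the bovine genome with TopHat. The paper's Supplementary Table 2 gives between 81564840 and 118567490 raw reads per library, and its Supplementary Table 3 a mapped share between 80.4% and 85.3%. The authors turned the aligned fragments of each gene into FPKM, by dividing them by the transcript length and the mapped reads, and deposited them rounded to 2 decimals. Many identifiers mark transcripts that were assembled from these reads, and several entries can carry the same gene name. For the circRNAs, the authors deposited the back-spliced read count of each library without normalization. They also deposited a signal (SRPBM), in which these reads are scaled to the library. The ratio of count to signal was checked and was nearly constant within a library, between 10 and 14.8. No columns of expression values were left unused, but the signal served only for the total of each library. The RT-qPCR values and the raw reads were not analysed here.
All fits were run in R 4.3.3. Genes were tested with limma 3.58.1 (lmFit, and eBayes with a variance trend) on log2(FPKM + 1), for entries with a mean FPKM of at least 0.5 over the 6 libraries. CircRNAs were tested with edgeR 4.0.16 (TMM factors, quasi-likelihood fit and test) on counts, for circRNAs counted in at least 2 libraries. In both, the threshold called the paper's here was an unadjusted p of at most 0.05 with an absolute log2 fold change of at least 1. The paper's text states the limit on the fold change for circRNAs only. Benjamini-Hochberg adjusted p-values of at most 0.05 over all tested entries were counted beside this threshold. The standard errors of log2 fold changes are those of limma, moderated over all entries. Confidence intervals of circRNA ratios are exact intervals for counts at a level of 95%. DESeq2 1.42.0 served as the alternative for circRNAs, and tables were read with data.table 1.17.8.
Lists of genes were tested with limma's camera at a preset correlation between genes of 0.01, with adjustment over the 12 lists that had at least 3 tested genes. In all, 17 lists were written from general knowledge: interferon-stimulated, NF-kB inflammatory, NRF2 target, cholesterol synthesis, glycolysis, lysosome, MHC class II, ribosomal protein, immediate early and circadian or glucocorticoid genes, and markers of T cells, B cells, NK cells, neutrophils, platelets, erythroid cells and monocytes or macrophages. The paper's tables of called genes had been read when these lists were written. The GO and KEGG terms came from annotation columns in the deposited tables, with terms of at least 5 background genes for genes and 2 for circRNA hosts, and one-sided Fisher's exact tests. This enrichment was added after the values were seen. Correlations between circRNA and host gene changes were computed with 1 circRNA per gene, the one with the highest mean, and 100000 permutations, or 10000 under the alternatives.
The genes named in the text follow a rule. They are the genes that the paper names as changed or unchanged, those of Table 1, the 13 RT-qPCR genes, and the 5 genes with the largest rise and the 5 with the largest fall among those past the adjusted p whose groups did not overlap. For circRNAs they are those of Table 2, of STAT5B, those of Supplementary Table 7 on chromosomes 18 and 19, and the 5 with the smallest p. By the rule, the members of gene lists are named only at the extremes of a list. Some items that the rule covers are not reported here. The values in the paper's tables had been seen when the rule was written. Names outside it are marked as chosen after their values were seen, with exceptions. The circRNAs of Supplementary Table 7 that edgeR did not call are named without that mark. So are the genes given as the most abundant of a gene list.
The fits, thresholds, gene lists, naming rule and most alternatives were chosen before the data were examined. Those alternatives were pseudocounts of 0.1 and 0.01, no filter or a mean FPKM of at least 1, quantile normalization, scaling to the upper quartile, no variance trend, 1 entry per gene name, F tests of each gene without moderation, with or without a covariate of the library, and other thresholds. For circRNAs they were no filter, counts in at least 3 libraries, DESeq2, and library sizes from the mapped reads. The library covariate is the sum of the log2 values up to the 75th percentile of each library. Every library was also left out in turn, and the replicate number was used as a block. Alternatives added later were entries with an Ensembl transcript only, the F test with the covariate on all such entries, camera with an estimated correlation, edgeR's exact test, tests without a filter on low counts, and a limit of 20 counts for the host comparison.
The fits were tested on simulated data of the same size, in which 200 entries were changed. With changes of at least 1.5 on the log2 scale, limma recovered 75.5% of them at the adjusted p and 95.5% at the paper's threshold, with 13 and 111 false calls among 12890 entries. The F test with the covariate recovered 35% and 87%, with 6 and 98 false calls. The simulated values held no library effect, so the covariate could only cost precision there. This simulation therefore cannot rank these fits on the real data. For counts, only circRNAs with at least 20 counts in total were changed, by 3 on the log2 scale. Of these, edgeR recovered 45% at the adjusted p and 75.5% at the paper's threshold. The dispersion was then the trended value of the data, with a median of 0.421 over the changed circRNAs. With a dispersion of 0.1 it recovered 81% and 96.5%, and with 0.809, the common value of the data, 1% and 55.5%. At the paper's threshold between 74 and 98 false calls were made among 2832 simulated circRNAs, and at the adjusted p no more than 1.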

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

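The tests of lymphocyte RNA, of differences between the animals and of low FPKM, and camera with an estimated correlation, were chosen only after the results they measure had been seen.
Interferon-stimulated genes, which the paper does not discuss as a group, were lower in MAP-infected MDMs. They stood out as a change in genes outside those the paper discusses. Of 46 listed genes 37 had an entry and 34 were tested, and the median log2 fold change was -0.91, with 0 genes higher and 34 lower (camera, adjusted p = 3.9e-09 over 12 lists). In limma 25 of the 34 passed the adjusted p over all entries, and 26 when adjusted over the list alone. The largest fall was that of SAMHD1 (-3.25) and the smallest that of UBA7 (-0.010). MX2, the gene of the list with the highest FPKM, fell from 81.2 to 31.6 FPKM. No other list holds any of the 34, but 14 are in the paper's Supplementary Table 4, and the other 20 were also all lower, with a median of -0.60. The paper's list for defense response to virus, chosen here after its values were seen and picked by the study on these libraries, had 2 genes higher and 14 lower.
A single scaling factor per library is argued against as the whole cause of this fall. After quantile normalization the median of the list was -0.82, with 2 genes higher and 32 lower, while the median of all tested entries was -0.045. RNA of lymphocytes in the control libraries is also argued against, as the 27 markers of T, B and NK cells had a median of 0.19 FPKM there and 0.227 FPKM in the MAP libraries. Their most abundant gene, CD5, was at 2.24 FPKM, whereas the interferon genes had a median of 6.02 FPKM in the control libraries. The splits of these libraries cannot by themselves exclude chance. The real split gave the largest median of the 10 splits of the 6 libraries into 3 and 3, so 1 of 10 was as large, and the other splits reached between 0.265 and 0.374. A difference between the animals of the 2 groups stays open, as it is not given which cow gave which library, and so does a response of the MDMs to MAP.
Lysosome genes, which the paper does not discuss in its text, stood out with higher values in the MAP-infected group. Its Supplementary Table 6 does list the lysosome pathway as enriched, and here 11 of the 64 genes annotated to it were called (one-sided Fisher's exact test, p = 0.0686, adjusted p = 0.384). Of 36 listed genes 29 were tested, and their median log2 fold change was 0.35, with 24 higher and 5 lower (camera, adjusted p = 6.72e-08). In limma 17 passed the adjusted p over all entries and 19 adjusted over the list alone. CTSB rose most, by 1.98 on the log2 scale, and GAA fell most, by 0.91. LGMN, the gene of the list with the highest FPKM, hardly moved, from 937 to 992 FPKM. Of the 29 genes, 5 are in Supplementary Table 4, and the rest had a median of 0.29, with 19 higher and 5 lower. A single scaling factor per library is argued against by the median of 0.34 after quantile normalization, with 22 genes higher and 7 lower. The animals of the groups and the infection cannot be told apart here.
Targets of NRF2 had a median log2 fold change of 0.51 over 18 tested genes of 21 listed, 12 higher and 6 lower (camera, adjusted p = 0.000863). GCLC rose most (2.30), and FTH1, the most abundant, went from 6773 to 5934 FPKM. In limma 11 of the genes passed the adjusted p over all entries and 12 adjusted over the list alone. Of the 18 genes 6 are in Supplementary Table 4, which lists genes called on these libraries, and the other 12 had a median of 0.046, with 6 higher and 6 lower. Leaving out called genes moves a median toward 0 by construction. Quantile normalization left the median of the list at 0.59, with 13 higher and 5 lower, which argues against a single scaling factor per library. The animals of the 2 groups stay open as an explanation, as for the other lists.
All of these camera calls, and those of the NF-kB, immediate early and macrophage lists, passed an adjusted p of 0.05 under fry as well, with values between 0.000156 and 0.00203. None of them passed with a correlation between genes estimated from the 6 libraries.
Entries without a gene name, on which the paper does not report, made up 267 of the entries past the paper's threshold, 140 higher and 127 lower in the MAP-infected group. They stood out as a change outside the genes the paper discusses. By limma's adjusted p 244 of them passed, and in 264 the groups did not overlap. Their mean FPKM had a median of 1.54, and 54 were above 5 FPKM. Noise at low FPKM that arises independently in each entry is argued against for the entries as a whole. Among all 2572 tested entries without a name, 35.1% had groups that did not overlap, where chance gives 10%. The 95% interval of 33.2 to 36.9 counts the entries as independent. As they share the same libraries, a difference between whole libraries could raise this share, which the test cannot tell apart. These entries could be pieces of the transcripts of neighbouring genes, which was not settled. The change of 222 of them followed that of the nearest numbered entry with an Ensembl transcript with a Spearman correlation of 0.314, across entries that are not independent replicates. This was close to the 0.25 between neighbouring entries that both have Ensembl transcripts (95% interval of the difference -0.0879 to 0.212), against 0.0249 for entries 200 places on. No biological explanation was tested for these entries.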

How the results depend on the processing

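The alternatives chosen only after the results were seen are the tests on entries with an Ensembl transcript only, the F test with a library covariate on all such entries, camera with an estimated correlation, edgeR's exact test, both circRNA tests without a filter on low counts, and the enrichment tests.
The number of genes past the paper's threshold, 1117, stayed between 999 and 1255 without a filter on low FPKM, with a mean FPKM of at least 1, under both scalings, without the variance trend, with each library left out, with 1 entry per name, under both F tests and with a p of at most 0.01. With pseudocounts of 0.1 and 0.01, which stretch the fold changes of genes with low FPKM, it rose to 2063 and 2123, and with the limit on the fold change dropped to 5561. It was 681 over entries with an Ensembl transcript only, where 8637 entries were tested in place of 12890, and 617 in the F test with a library covariate on all such entries. The number past the adjusted p, 4260, stayed between 3253 and 4209 under the other alternatives, apart from the replicate block. At an adjusted p of at most 0.1 it was 5268. It was 1783 in the F test with a library covariate and 1099 with that test on all entries with an Ensembl transcript. The cause was not tested. Of the genes past the paper's threshold 50.8% were higher in the MAP-infected group, 60.4% after quantile normalization and 59.9% after upper quartile scaling. For the adjusted p the shares were 36.6%, 46.3% and 46.3%.
For the 49 genes named in the text, 857 of 923 values kept the direction and the side of the adjusted p. In 64 the direction was the same and the adjusted p was above 0.05, among them 13 for MAP3K14, 10 for CASP6, 10 for ENSBTAG00000031548 and 7 for TNFRSF8. TLR2 passed the adjusted p only without MAP replicate 2. The sign of SP1, which was not called, changed without control replicate 2, with log2 fold changes between -0.60 and 0.046 as each library was left out.
Among the gene lists, fry also called glycolysis (0.00203) and reversed the circadian list, which stayed uncalled (0.713). With an estimated correlation camera called no list, with adjusted p-values of 0.083 for the interferon, NF-kB and NRF2 lists, 0.0886 for lysosome, 0.108 for immediate early and 0.22 for macrophage markers. The cause was not tested. With camera at the preset correlation, the macrophage markers lay on either side of the limit. They were at 0.0821 with a mean FPKM of at least 1 and 0.0568 without the variance trend. With 1 entry per name they were at 0.0548, and with Ensembl transcripts only at 0.0819. As each library was left out they ran from 0.0155 to 0.0694. They were above 0.05 without MAP replicate 1, control replicate 1 or control replicate 3. MHC class II, with 3 genes, changed direction without being called, at 0.918 with upper quartile scaling, 0.966 with Ensembl transcripts only, and between 0.806 and 1 with each library left out. Ribosomal proteins reversed with quantile normalization (0.119) and were called with upper quartile scaling (0.0034). Their values ran from 0.00921 without MAP replicate 3 to 0.679 without control replicate 1, and they were also called without control replicate 2 (0.0454) or 3 (0.0329). The cause was not tested. Over the 12 lists 190 of 216 values kept direction and call.
In the F test with a library covariate, fewer genes passed the adjusted p in each of the 8 GO lists of the paper that were tested. The immune response list fell by more than 1.5 times, from 28 genes to 18, and the other lists by at most 1.5 times. KEGG pathways past the adjusted p fell from 17 to 9 with the calls of that test. The cause was not tested.
The number of circRNAs past the paper's threshold, 50, was between 48 and 67 without a filter, with library sizes from mapped reads and with each library left out. It was 77 with counts in at least 3 libraries, 29 with DESeq2, 19 with edgeR's exact test, 20 with the exact test without a filter and 21 with DESeq2 without a filter. Which direction prevailed depended on single libraries, with 37 higher and 25 lower without MAP replicate 1 but 14 higher and 53 lower without control replicate 1. The number past the adjusted p, 3, was 3 with the exact test, 0 with DESeq2, 0 with the exact test without a filter and 0 with DESeq2 without a filter. It was between 0 and 4 with each library left out, and 0 without MAP replicate 1, control replicate 1 or control replicate 3. At an unadjusted p of 0.05 DESeq2 called 29 and the exact test without a filter 20. For the 24 circRNAs that the naming rule covers, 249 of 332 values kept the direction and the side of the unadjusted p, 63 no longer passed it and 20 newly passed it. The cause was not tested. The total of back-spliced counts was lower in the MAP-infected group with each library left out.
Across host genes, the Spearman correlation of circRNA and gene changes was 0.0393 with all circRNAs of each gene (permutation p = 0.045) and between 0.0234 and 0.0582 with each library left out, where the highest, without MAP replicate 2, had a permutation p of 0.027. Pearson's correlation in its place was 0.0725 (permutation p = 0.0057). All are small, and genes are not independent replicates.
With the replicate number as a block, the paper's threshold was passed by 1110 genes and 19 circRNAs, the adjusted p by 3216 genes and 0 circRNAs, and the macrophage markers had an adjusted p of 0.0638. Libraries that share a number did not deviate together, with correlations of 0.0073, 0.024 and 0.029 for genes and 0.022, -0.018 and 0.013 for circRNAs. The numbers therefore give no sign of a shared animal. As the same would be seen with unrelated cultures of the same cows, whether the animals of the groups differ stays open.
The alternatives planned for normalized circRNA values were not run, because the deposited table holds counts. Depth and the spread between libraries limit the circRNA results. The median total was 5 counts over the 6 libraries. Simulated 8-fold changes were put only into circRNAs with at least 20 counts in total. Of these, 45% were recovered at the adjusted p and 75.5% at the paper's threshold at the dispersion of 0.421. At 0.809 the shares were 1% and 55.5%. Changes of circRNAs with fewer counts were not simulated. A circRNA that is not called is therefore not shown to be unchanged. FPKM carry no counts, so the depth behind a single gene cannot be given.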

Differences from the paper's values

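Some tests were chosen only after the values had been seen. They are limma on entries with an Ensembl transcript only and the F test with a library covariate on all such entries. For circRNAs they are edgeR's exact test and the tests without a filter on low counts.
The paper gives 618 differentially expressed genes, 322 higher and 296 lower in the MAP-infected group, and the values here are 1117, 567 and 550. For the total and for the higher genes, each of the alternatives set before the data were examined also differs from the paper, with totals between 999 and 5561. For the lower genes quantile normalization gives 435, which is within 1.5 times the paper's value, and the other alternatives set beforehand do not. Limma on entries with an Ensembl transcript only, chosen after seeing the values, gives 681 genes, 350 higher and 331 lower. Each of these is within 1.5 times the paper's value. An F test with a library covariate on all entries with an Ensembl transcript, chosen after seeing the values, gives 617 genes, 321 higher and 296 lower, and drops 10 of the genes in the paper's list. Of its 613 gene names 608 are in that list. For the paper's genes, 609 of its log2 fold changes lay within 0.1 of the paper's. The median absolute gap was 0.00158, against 0.0515 in limma. The covariate and the choice of entries together thus came close to the paper's counts and fold changes. Of the paper's genes 49 were tested here and not called. They were called in part with pseudocounts of 0.1 (35) and 0.01 (35), quantile normalization (13) and upper quartile scaling (16), without MAP replicate 1 (25), 2 (8) or 3 (8), without control replicate 1 (33), 2 (10) or 3 (2), in the F test with a library covariate (48) and in that test on all entries with an Ensembl transcript (48).
For circRNAs higher in the MAP-infected group the paper gives 12 and the value here is 22. DESeq2 (17) and the fit without control replicate 1 (14) lie within 1.5 times the paper's value. The fits without a filter, with counts in at least 3 libraries, with library sizes from mapped reads, with a replicate block and without any of the other 5 libraries do not. DESeq2 without a filter, chosen after seeing the values, gives 10, and drops 19 of the 39 circRNAs of the paper.
In Supplementary Table 4 the paper gives a log2 fold change of 2.85 for TNFSF9, where limma gives 2.65. The error here is 1 standard error of the log2 fold change in each fit, or that of limma for the F tests, so a less precise fit can lie within it without being closer to the paper's value. Under quantile normalization (2.71), upper quartile scaling (2.74) and the F test with a library covariate (2.86), and without MAP replicate 1, MAP replicate 3 or control replicate 1, the difference is within the error, and under the other alternatives it is not. The paper's value for ACSL1 is 2.82 and the value here is 2.96. The difference is within the error without MAP replicate 1 (2.93) or control replicate 1 (2.85) and in the F test with a library covariate (2.81), and not under the others. For PTX3 the paper gives 2.75 and the value here is 3.61. It falls within the error without MAP replicate 1, MAP replicate 2 or control replicate 1 (2.89) and in the F test with a library covariate (2.73), and not under the others. For HIST1H2BF the paper gives -5.10, against -2.83 here. Within the error are pseudocounts of 0.1 (-4.94) and 0.01 (-7.14), the fits without MAP replicate 1 or control replicate 1 and the F test with a library covariate (-5.15), and no other alternative is.
The paper lists HIST1H2BF as its most downregulated gene. Here it was not past the paper's threshold in limma (adjusted p = 0.225), and it passed without MAP replicate 1 and in the F test with a library covariate. The paper states that CCL4 rose most of all genes. In limma on the log2(FPKM + 1) scale ENSBTAG00000023659 rose by 4.06 and CCL4 by 4.05. CCL4 came before that entry with upper quartile scaling, without MAP replicate 1, MAP replicate 2, control replicate 1 or control replicate 2 and in the F test with a library covariate (4.34 against 4.15). With a pseudocount of 0.1 the entry (5.67) and CRLF2 (4.43), among others, came before CCL4 (4.13), and after quantile normalization so did both (4.03 and 3.93 against 3.91). By the ratio of mean FPKM, several genes came before CCL4 (16.2), among them ENSBTAG00000023659 (60.8) and CRLF2 (22.5). IL-1β is given as significantly upregulated, and here IL1B rose by 0.82 on the log2 scale with a limma adjusted p of 0.00894, under the limit on the fold change in every setting run.
TLR2 is reported without a significant difference. Here it passed the paper's threshold in limma (log2 fold change -2.36, unadjusted p = 0.0355 over 12890 entries), but not the adjusted p (0.0896), and it did not pass the threshold in either F test (unadjusted p = 0.0869 and 0.261 over the same entries) or in the fits that left out 1 library, apart from that without MAP replicate 2. For TNF, CASP6 and BIRC3 the paper states a rise without significance. CASP6 and BIRC3 had limma adjusted p-values of 0.0392 and 0.000418 here, both with log2 fold changes below 1, and TNF passed the paper's threshold only under the quantile and upper quartile scalings. The paper describes MAP3K14 as downregulated, and here it was higher in the MAP-infected group, by 0.66 on the log2 scale, and higher in every setting run.
Of the 21 apoptosis genes the paper states 15 upregulated and 6 downregulated. Here 14 were higher and 7 lower, and so are the signs in the paper's own Supplementary Table 4.
The paper states significant enrichment of the host genes of its circRNAs in the JAK-STAT, Th17, Th1 and Th2, necroptosis and chemokine pathways. None passed an adjusted p here, and the smallest unadjusted p among them with the paper's 39 circRNAs was 0.0525 in Fisher's exact test. The NOD-like receptor signaling pathway is printed with an identifier that belongs to chemokine signaling in the deposited annotation. Unique mapping is stated as above a limit that control replicate 1 (79.96%) and MAP replicate 1 (77.96%) do not reach in Supplementary Table 3.
Of the 39 circRNAs that the paper lists as differentially expressed, 26 were past its threshold in edgeR here and 13 were not. Among the 13 are circRNA2357, circRNA4934, circRNA5096 and circRNA732. DESeq2 called all 4 of them, with or without a filter. CircRNA4934 and circRNA5096 were also called without a filter, with counts in at least 3 libraries, with library sizes from mapped reads and without control replicate 3, and circRNA4934 without MAP replicate 1 or 2. CircRNA2357 was also called without control replicate 2, and circRNA732 without control replicate 1. Of the other 9, circRNA660 was called with counts in at least 3 libraries and without MAP replicate 2, and circRNA1337, circRNA1804 and circRNA945 without MAP replicate 1. No setting called circRNA408, circRNA902, circRNA837, circRNA844 or circRNA591.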

Other observations

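The test of the host gene's change was chosen only after the result it measures had been seen.
The splits of the libraries cannot by themselves exclude chance as the source of the gene counts, because 3 libraries against 3 give only 10 and the smallest share is 1 of 10. The real split gave the most genes, so 1 of the 10 splits was as large both for the paper's threshold and for the adjusted p. The other 9 gave between 110 and 155 genes at the paper's threshold and between 0 and 9 at the adjusted p. For circRNAs at the paper's threshold 5 of the 10 splits gave as many as the real one, and the other splits gave between 46 and 63. At the adjusted p 1 of 10, the real split, gave as many as 3 circRNAs, and the others gave 0 or 1.
More of the circRNAs past the paper's threshold were lower than higher in the MAP-infected group, 56% of 50. The MAP libraries with fewer back-spliced reads could produce this. With every library thinned to 6054 back-spliced reads, a median of 50% of the called circRNAs were lower over 10 draws, with a range from 45.1% to 57.6% that includes the share before thinning. Depth and infection therefore cannot be told apart for this split, and the draws called between 48 and 60 circRNAs.
Some entries were at most at 0.1 FPKM in 1 library and at least at 5 FPKM in the other two of its group. There were 77 such entries with 85 cases, as an entry can be at 0 in a library of each group, and between 10 and 18 cases per library. Reads assigned to another entry of the same name may explain part of them. Of the 43 cases with another entry of that name, the other entry was highest in the library at 0 in 16, or 37.2% (95% interval 23 to 53.3), where chance gives 33.3%. With these counts the explanation cannot be told apart from chance. No biological explanation was tested.
Across 1451 host genes, which are not independent replicates, the change of a circRNA was nearly unrelated to that of its host gene, with a Spearman correlation of 0.0316 (permutation p = 0.23). For 298 genes with at least 20 back-spliced counts it was 0.0127 (permutation p = 0.83). A change of the host gene could still contribute, as most circRNA changes rest on few counts, and the test leaves it open.
Inflammatory NF-kB genes, 15 of which the paper also lists, were higher in the MAP-infected group, with a median log2 fold change of 1.03 over 33 genes, 31 higher and 2 lower (camera, adjusted p = 5.85e-16). CCL4 was at the top and BCL3, with -0.36, at the bottom. Immediate early genes had a median of 0.64, with 14 higher and 5 lower (adjusted p = 1.19e-05), between -1.72 for FOS and 2.39 for EGR2. Markers of monocytes and macrophages had a median of -0.59 over 8 genes, 7 of them lower (adjusted p = 0.0458), from -3.03 for CD163 to 0.33 for AIF1. CD14, their most abundant gene, went from 512 to 322 FPKM.
No change was called by camera in the other lists. The adjusted p was 0.625 for 20 genes of cholesterol synthesis (median -0.0066), 0.734 for 15 of glycolysis (-0.16), 0.739 for 4 neutrophil markers (-0.46), 0.948 for 3 MHC class II genes (-0.067) and 0.103 for 41 ribosomal protein genes (0.029). For 8 circadian or glucocorticoid genes it was 0.948, where the median of -0.28 and mean of -0.038 were negative while the test pointed upward. SGK1 rose by 2.00 in this list. Fewer than 3 markers could be tested for T cells (1 of 13 listed), B cells (2 of 8), NK cells (1 of 8), platelets (1 of 7) and erythroid cells (1 of 8). In the control libraries the most abundant T cell marker was CD5 with 2.24 FPKM, and those of NK cells, platelets and erythroid cells were NKG7 with 1.98, ITGA2B with 1.03 and HBM with 0.533 FPKM. S100A12, the most abundant neutrophil marker, was at 658 FPKM in the control and 382 FPKM in the MAP-infected group.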
